# Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18Rα^hi^ CD8^+^ T cells

**DOI:** 10.1038/s41467-021-25559-7

**Published:** 2021-09-07

**Authors:** Seon-Hee Kim, Eunjung Cho, Yu I. Kim, Chungyong Han, Beom K. Choi, Byoung S. Kwon

**Keywords:** Cancer immunotherapy, Lymphocyte differentiation, T cells

## Abstract

Adoptive T cell therapy (ACT) requires lymphodepletion preconditioning to eliminate immune-suppressive elements and enable efficient engraftment of adoptively transferred tumor-reactive T cells. As anti-CD4 monoclonal antibody depletes CD4^+^ immune-suppressive cells, the combination of anti-CD4 treatment and ACT has synergistic potential in cancer therapy. Here, we demonstrate a post-ACT conditioning regimen that involves transient anti-CD4 treatment (CD4^post^). Using murine melanoma, the combined effect of cyclophosphamide preconditioning (CTX^pre^), CD4^post^, and ex vivo primed tumor-reactive CD8^+^ T-cell infusion is presented. CTX^pre^/CD4^post^ increases tumor suppression and host survival by accelerating the proliferation and differentiation of ex vivo primed CD8^+^ T cells and endogenous CD8^+^ T cells. Endogenous CD8^+^ T cells enhance effector profile and tumor-reactivity, indicating skewing of the TCR repertoire. Notably, enrichment of polyfunctional IL-18Rα^hi^ CD8^+^ T cell subset is the key event in CTX^pre^/CD4^post^-induced tumor suppression. Mechanistically, the anti-tumor effect of IL-18Rα^hi^ subset is mediated by IL-18 signaling and TCR–MHC I interaction. This study highlights the clinical relevance of CD4^post^ in ACT and provides insights regarding the immunological nature of anti-CD4 treatment, which enhances anti-tumor response of CD8^+^ T cells.

## Abstract (web summary)

Lymphodepleting preconditioning is generally required prior to adoptive T cell therapy (ACT). Here the authors show in a preclinical melanoma model that anti-CD4 treatment as a post-conditioning regimen enhances the anti-tumor efficacy of ACT by promoting the expansion of IL-18Rα^hi^ CD8^+^ T cells.

## Introduction

Immunotherapy is an effective treatment modality for cancer, which involves the administration of immunomodulatory agents and immune cells^1,2^. Anti-CD4 monoclonal antibody, a prominent immunomodulatory agent, elicits robust anti-tumor immunity in various cancers by increasing tumor-infiltrating lymphocytes (TILs)^3–5^ and promoting CD8^+^ T-cell reactivity against tumor cell-derived antigens^6,7^.

Adoptive T-cell therapy (ACT) harnesses ex vivo-primed tumor-reactive T cells (ex-T cells) (e.g., sorted T cells, TILs, and gene-engineered T cells) to directly attack malignant cells^8–11^. ACT is generally accompanied by lymphodepletion preconditioning that eliminates consumptive cytokine sinks and immune-suppressive cells for efficient grafting of ex-T cells^12–14^. However, the effects of lymphodepletion are transient and the inhibitory elements re-emerge eventually. As the anti-CD4 antibody depletes CD4-expressing cytokine sinks^3,15^, adequate treatment after preconditioning in ACT has the potential to induce synergistic anti-tumor responses by enhancing the activity of ex-T cells and endogenous CD8^+^ T cells (en-T cells; a newly repopulating subset after lymphodepletion).

Here we demonstrate that the application of anti-CD4 as a post-conditioning regimen (CD4^post^; transient CD4 depletion after ex-T-cell transfer), in combination with cyclophosphamide preconditioning (CTX^pre^), considerably enhances ACT efficacy. We show that CTX^pre^/CD4^post^ accelerates the proliferation and effector function of ex-T and en-T cells by enriching the IL-18Rα^hi^ CD8^+^ T-cell subset, which is the key for increasing anti-tumor responses. We further reveal the characteristics of the IL-18Rα^hi^ CD8^+^ T-cell population and its generative mechanism in the CTX^pre^/CD4^post^ regimen.

## Results

### CTX^pre^/CD4^post^ enhances ACT efficacy

To evaluate the kinetics and extent of CTX^pre^-induced lymphodepletion, which is generally included in ACT regimens^16^, we treated C57BL/6 mice with different doses of CTX. The severity and duration of lymphopenia in lymphoid tissues correlated with the CTX dose (Fig. 1a and Supplementary Fig. 1a, b). On the basis of this result, we designed a regimen that utilizes CTX^pre^, ex-T cells, and CD4^post^, a combination that synergistically increases ACT efficacy (Fig. 1b). Three days after the B16-F10 challenge, C57BL/6 mice sequentially received CTX, ex vivo-primed Pmel-1 cells (melanoma-specific T-cell receptor (TCR)-transgenic CD8^+^ T cells), and interleukin-2 (IL-2). The Pmel-1 cells were activated and cultured ex vivo for 2 days before infusion to be used as adoptively transferred ex-T cells in our ACT model. A transient treatment (for 5 weeks) of anti-CD4 started 7 days after CTX^pre^, when the induced lymphopenia began to recover (Fig. 1a and Supplementary Fig. 1a, b). CTX^pre^/CD4^post^ significantly increased tumor suppression and the survival rate of ex-T-cell-transferred mice (Fig. 1c, d). The absence of ex-T or CD4^post^ (CTX/anti-CD4 or CTX/ex-T group, respectively) diminished the efficacy of the treatment. Notably, although not observed in the other groups, the group treated by ACT in the presence of CTX^pre^/CD4^post^ (CTX/ex-T/anti-CD4 group) developed vitiligo, a sign of CD8^+^ T-cell-induced melanocyte destruction^6,7^, indicating the increased response of CD8^+^ T cells (Fig. 1e, f). Significantly, five of ten mice showed completely suppressed melanoma development, which was not observed in the other groups (Fig. 1f). These results show the strong therapeutic potential of the CTX^pre^/ACT/CD4^post^ combination in melanoma treatment.

**Fig. 1:**
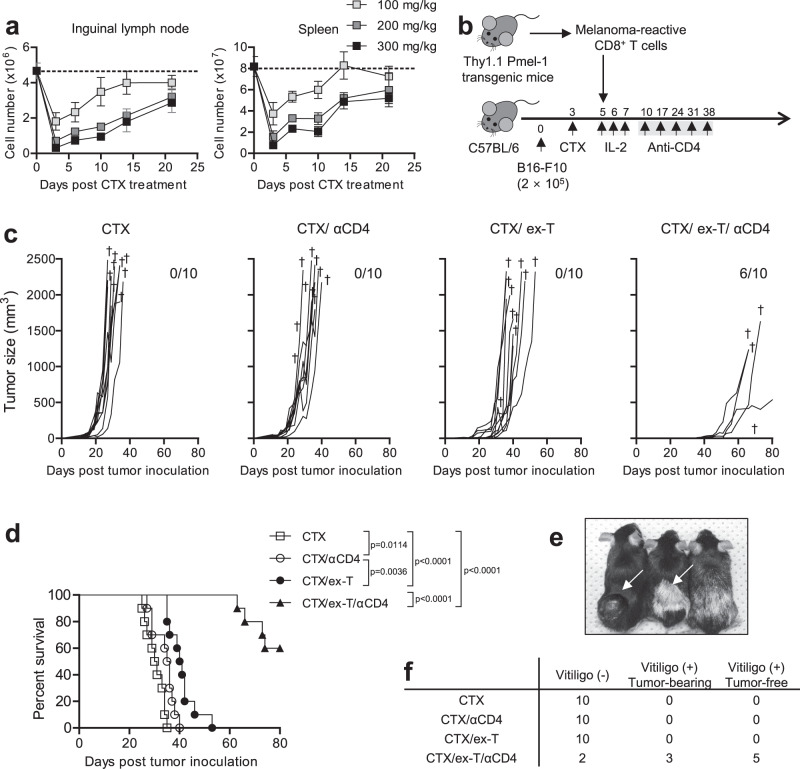
Anti-CD4 post conditioning increases anti-melanoma responses in adoptive T-cell therapy. Efficacy evaluation of adoptive T-cell therapy in C57BL/6 mice. **a** Cell count from inguinal lymph node (left) and spleen (right) of cyclophosphamide (CTX)-treated C57BL/6 mice. Mice were intraperitoneally injected with the indicated doses (mg/kg) of CTX. *n* = 3 mice per each point. Error bars indicate means ± SD. **b** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; treated ex vivo-primed Thy1.1^+^ Pmel-1 CD8^+^ T (ex-T) cells, 2 × 10^6^/mouse. Two days prior to ex-T-cell transfer, mice were pre-conditioned with 300 mg/kg CTX. Mice with anti-CD4 post conditioning were treated every week with anti-CD4 antibody from day 10 for 5 weeks. **c** Tumor growth curves are shown. Each curve indicates longitudinal changes of an individual mouse. † indicates the death of an individual mouse at the indicated time point. The number of mice surviving up to day 80 is shown. **d** Survival rate per group is indicated; two-tailed log-rank (Mantel–Cox) tests were used to determine statistical significance. **e** Representative images of mice with and without vitiligo. **f** Number of mice with vitiligo and having no sign of tumor on day 80. **c**–**f** *n* = 10 mice/group. αCD4, anti-CD4 antibody. Source data are provided as a Source Data file.

### CTX^pre^/CD4^post^ accelerates differentiation and proliferation of CD8^+^ T cells

We investigated the effect of CTX^pre^/CD4^post^ on the CD8^+^ T-cell populations, as the increase in CD8^+^ T-cell activity in mice that developed vitiligo (Fig. 1e, f) was strongly associated with enhanced anti-tumor response. Two different CD8^+^ T-cell populations, namely ex-T cells (ex vivo-primed tumor-reactive cells) and en-T cells (polyclonal endogenous cells), were analyzed separately.

First, we checked the phenotypical characteristics of the cells from lymphoid tissues (Fig. 2a). CTX^pre^/CD4^post^-experienced ex-T and en-T cells showed higher frequency of 4-1BB- and CD69-expressing cells (Fig. 2b and Supplementary Fig. 2a, b), indicating increase in TCR-mediated activation. Ex-T cells did not show any significant difference in memory status between the two regimens (Fig. 2c and Supplementary Fig. 2c). Ex vivo priming induced most ex-T cells to differentiate into the CD44^+^ CD62L^−^ effector memory subset irrespective of the conditioning regimen. In contrast, en-T cells, which had relatively higher proportion of CD44^−^ CD62L^+^ naive subset (>25%), displayed accelerated differentiation under CTX^pre^/CD4^post^ compared with the CTX^pre^ condition. We also examined the expression level of representative inhibitory receptors, the indicators of repeated antigen stimulation of CD8^+^ T cells^17,18^. As was observed in memory-related markers (Fig. 2c), the expression profile of ex-T cells in the two groups were similar (Fig. 2d and Supplementary Fig. 2d). In contrast, en-T cells significantly upregulated PD-1, TIGIT, and LAG3 levels under CTX^pre^/CD4^post^ compared with the CTX^pre^ condition, implying the increased activation signal in lymphoid tissues.

**Fig. 2:**
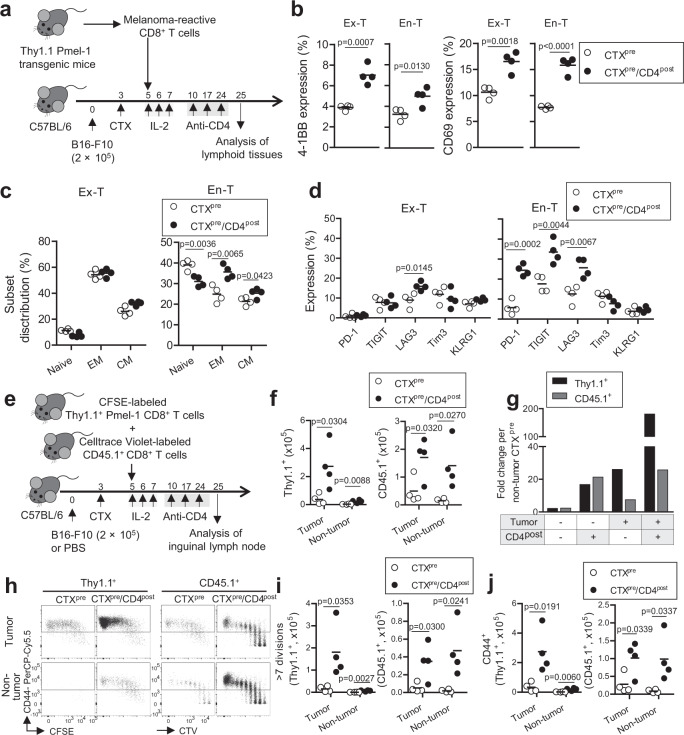
Anti-CD4 post conditioning accelerates proliferation and differentiation of ex vivo-primed and endogenous CD8^+^ T cells. **a** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex vivo-primed Thy1.1^+^ Pmel-1 CD8^+^ T (ex-T) cells, 2 × 10^6^/mouse. **b**–**d** Marker expression and subset analysis of ex-T and endogenous CD8^+^ T (en-T) cells. **c** The proportion of naive (CD62L^+^ CD44^−^), EM (effector memory; CD62L^−^ CD44^+^), and CM (central memory; CD62L^+^ CD44^+^) subsets were calculated. **e**–**j** Analysis of the proliferation of ex vivo-primed Thy1.1 Pmel-1 CD8^+^ T (Thy1.1^+^) cells and unstimulated polyclonal CD8^+^ T (CD45.1^+^) cells in the presence or absence of tumor antigen. **e** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; Thy1.1^+^, 1 × 10^6^/mouse; CD45.1^+^, 1 × 10^6^/mouse. **f** The cell count of Thy1.1^+^ and CD45.1^+^ cells. **g** Fold change in cell number over the average of the non-tumor CTX^pre^ group. **h** Representative flow cytometry images of Thy1.1^+^ and CD45.1^+^ cells analyzed for CD44 expression. The number of cells with more than seven divisions (**i**) and of CD44 expression (**j**) were calculated. *n* = 4 mice per group. Each symbol indicates the calculated value of an individual mouse. Horizontal bars indicate means. Two-tailed unpaired Student’s *t*-test. CD4^post^, anti-CD4 post conditioning; CFSE, carboxyfluorescein succinimidyl ester; CTV, Celltrace Violet; CTX^pre^, cyclophosphamide preconditioning; PBS, phosphate-buffered saline. Source data are provided as a Source Data file.

Next, we examined the proliferation and persistence of CD8^+^ T cells in CTX^pre^- and CTX^pre^/CD4^post^-experienced mice. Ex vivo-primed Thy1.1^+^ Pmel-1 cells (acting as ex-T cells) and unstimulated polyclonal CD45.1^+^ CD8^+^ T cells (acting as en-T cells) were labeled with different fluorescent dyes before transfer to tumor-bearing or non-tumor-bearing C57BL/6 mice (Fig. 2e). This enabled us to evaluate the proliferation of both populations in the presence or absence of melanoma antigens (Supplementary Fig. 3a). CD4^post^ began 7 days after CTX^pre^ and it successfully depleted the CD4^+^ T-cell population in CTX^pre^/CD4^post^ group (Supplementary Fig. 3b). CTX^pre^/CD4^post^ increased both the Thy1.1^+^ and CD45.1^+^ cell populations in the inguinal lymph nodes irrespective of the presence of tumor (Fig. 2f). Notably, CTX^pre^/CD4^post^-experienced tumor-bearing mice showed expansion burst of Thy1.1^+^ Pmel-1 cells (Fig. 2g; 180.9-fold [Pmel-1], 25.7-fold [CD45.1^+^]). The expansion rate was lower in the spleen than in inguinal lymph nodes (Supplementary Fig. 4a, b). Analysis of division status and phenotype revealed that the combination of tumor inoculation and CTX^pre^/CD4^post^ caused most Thy1.1^+^ Pmel-1 cells to rapidly divide and differentiate into the CD44^+^ CD62L^−^ effector memory phenotype (Fig. 2h–j and Supplementary Fig. 4c–g). These results indicate that ex vivo-primed melanoma-specific CD8^+^ T cells have a proliferation advantage, particularly in CTX^pre^/CD4^post^-experienced antigen-abundant tumor-draining lymph nodes. Notably, the proportion of extensively differentiating CD45.1^+^ cells (>7 division, CD44^+^ CD62L^−^) increased in the lymph node and spleen, irrespective of tumor presence (Fig. 2h–j and Supplementary Fig. 4c–j).

### CTX^pre^/CD4^post^ increases effector function and tumor reactivity of endogenous CD8^+^ T cells

Previous studies have demonstrated that depletion of CD4^+^ cells is associated with increase in effector function, tumor reactivity, and intratumoral infiltration of CD8^+^ T cells^3–5,7^. To determine whether CTX^pre^/CD4^post^ yielded the same results, we analyzed these functional characteristics in ex-T and en-T cells (Fig. 3a). Effector function was evaluated in terms of the cell proportion that simultaneously secretes multiple effector cytokines (interferon-γ, tumor necrosis factor, and IL-2; i.e., polyfunctional). Similar to the results of memory status analysis (Fig. 2c), ex-T cells did not differ significantly between the CTX^pre^ and CTX^pre^/CD4^post^ groups (Fig. 3b and Supplementary Fig. 5a, b). Highly differentiated ex-T cells showed stronger polyfunctional response than en-T cells irrespective of the presence of CD4^post^. In contrast, the ratio of polyfunctional en-T cells was significantly higher in CTX^pre^/CD4^post^ than in the CTX^pre^ group (cell frequency of two or more cytokine expression; CTX^pre^ = 15.88 ± 1.74%, CTX^pre^/CD4^post^ = 55.46 ± 9.16%; mean ± SD; *p* < 0.0001; two-tailed unpaired Student’s *t*-test).

**Fig. 3:**
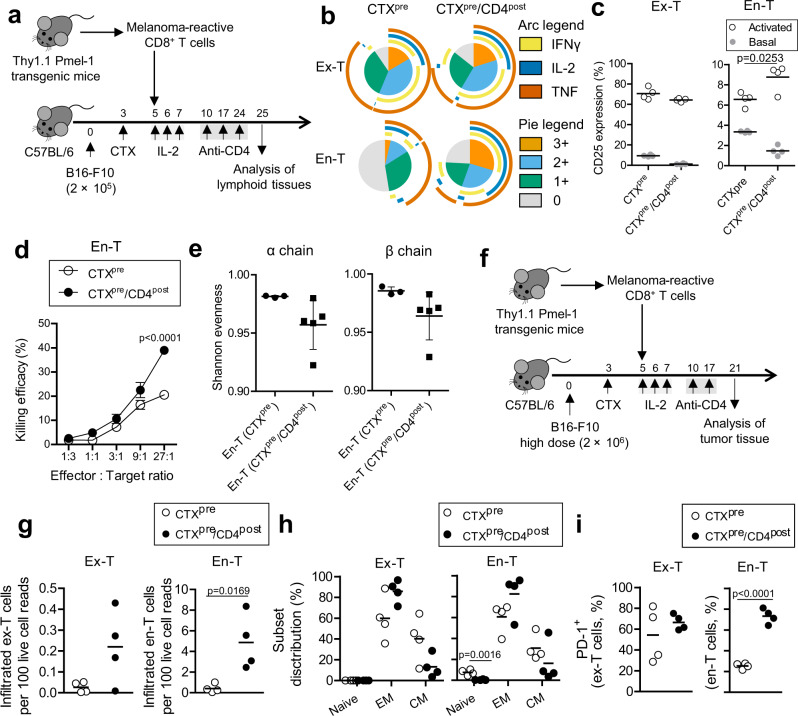
Anti-CD4 post conditioning increases tumor reactivity of endogenous CD8^+^ T cells. **a** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex vivo-primed Thy1.1^+^ Pmel-1 CD8^+^ T (ex-T) cells, 2 × 10^6^/mouse. **b** Analysis of polyfunctionality. Cells were stimulated and analyzed for cytokine expression as in Supplementary Fig. 5a, b. SPICE v6.0 was used to draw the pie chart. Arc length indicates the proportion of cells expressing the corresponding marker. Pie area indicates the proportion of cells expressing the given number of functional markers. *n* = 5 mice per group. **c** CD25 expression was analyzed in lymphocytes incubated with (activated) or without (basal) B16-F10 for 16 h. **d** The killing efficiency of endogenous CD8^+^ (en-T) cells against B16-F10 was evaluated. Cells from four mice of each group were pooled and assayed in biological triplicates. Error bars indicate means ± SEM. Two-way ANOVA with Bonferroni post hoc test was used to determine statistical significance. **e** Shannon evenness (normalized Shannon–Wiener index) of TCR clonotype analysis. TCR α-chain (left) and TCR β-chain (right) of en-T cells were analyzed. CTX^pre^, *n* = 3 mice; CTX^pre^/CD4^post^, *n* = 5 mice. Error bars indicate means ± SD. **d**, **e** En-T cells isolated as in Supplementary Fig. 3e, f were used. **f**–**i** Characterization of tumor-infiltrating CD8^+^ T cells. **f** Schematic of the tumor tissue experiments. Injected cell number: B16-F10, 2 × 10^6^/mouse; ex-T cells, 2 × 10^6^/mouse. **g** The count of ex-T and en-T cells among 100 live cells from tumor tissues were calculated using flow cytometry data. **h** The proportion of naive (CD62L^+^ CD44^−^), EM (effector memory; CD62L^−^ CD44^+^), and CM (central memory; CD62L^+^ CD44^+^) subsets were calculated. **i** The frequency of cells expressing PD-1 in ex-T and en-T cells are shown. **c**, **g**–**i** *n* = 4 mice per group. **c**, **e**, **g**–**i** Each symbol indicates the calculated value of an individual mouse. Horizontal bars indicate means. **c**, **g**–**i** Two-tailed unpaired Student’s *t*-test. CD4^post^, anti-CD4 post conditioning; CTX^pre^, cyclophosphamide preconditioning. Source data are provided as a Source Data file.

Unlike ex-T cells, the population size of tumor-reactive en-T cells is limited at the time of tumor inoculation. To evaluate the change in tumor reactivity after CTX^pre^/CD4^post^-induced differentiation, we checked CD25 expression and the killing activity of en-T cells after exposure to B16-F10. Ex-T, which is highly tumor reactive, upregulated CD25 expression after B16-F10 exposure in both CTX^pre^ and CTX^pre^/CD4^post^ groups (Fig. 3c and Supplementary Fig. 2e). Notably, en-T cells showed a significantly higher ratio of CD25-expressing cells in CTX^pre^/CD4^post^ than in the CTX^pre^ group, implying that anti-CD4 treatment heightened the tumor reactivity of CD8^+^ T cells. This was further corroborated by the result of the in vitro killing assay, in which the B16-F10 killing efficiency of the CTX^pre^/CD4^post^-exposed en-T cells was higher than that of CTX^pre^-exposed en-T cells (Fig. 3d). Biased T-cell activation alters the TCR repertoire, which promotes clonal expansion and enrichment of certain TCR clonotypes^19–21^. Therefore, we analyzed the Shannon evenness of the TCR repertoire, which denotes the extent of equal distribution of the clonotypes, with lower values indicating that some T-cell clones proliferated preferentially^21^. 

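The TCR repertoire was sequenced in endogenous CD8+ T (en-T) cells of 8 melanoma-bearing mice, 3 in the CTX pre group and 5 in the CTX pre/CD4 post group. All mice received 300 mg/kg cyclophosphamide (CTX), a lymphodepleting drug, on day 3 and Pmel-1 CD8+ T cells, which carry a transgenic receptor for the melanoma antigen gp100, on day 5. The CTX pre/CD4 post group was also given 200 μg anti-CD4 antibody on days 10, 17 and 24, and cells were analyzed on day 25. The paper's general protocol gives weekly anti-CD4 injections for up to 5 weeks, whereas the sample labels give 3 weeks. En-T cells were sorted by flow cytometry from the tumor-draining lymph node and spleen, and their RNA was reverse transcribed and amplified by nested PCR with a kit for the TCR α-chain and β-chain. The authors aligned the reads in MiXCR, which groups them into clonotypes by the nucleotide sequence of the CDR3, the loop formed where the V, (D) and J segments join. The deposited values are the number of reads of each clonotype after down-sampling. Each of the 16 libraries, 1 per chain and mouse, held exactly 10000 reads, so the groups did not differ in depth. The paper gives the reads before down-sampling as 380844 to 638615 for the α-chain and 762389 to 1028175 for the β-chain, and all values here use the 10000. Every CDR3 listed was in frame and free of stop codons. The number of clonotypes per library ranged from 5043 to 7695 for the α-chain and from 5671 to 8529 for the β-chain, and the share of clonotypes seen in 1 read only had a median of 75.4% (CTX pre) and 71.3% (CTX pre/CD4 post) for the α-chain and of 84.5% and 79.7% for the β-chain. The paper's methods name no molecular identifiers, and PCR reads without them are not independent molecules, so intervals and detection limits cover counting error only. A clonotype needs 3 reads, 0.03% of a library, to be told from absence. Shannon evenness was computed from the deposited counts as the entropy of the clonotype shares divided by the logarithm of the number of clonotypes, and groups were compared by the exact two-sided Mann–Whitney *U*-test. The V segment named for an α-chain clonotype is uncertain where duplicated copies of the segment on mouse chromosome 14 are nearly identical.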

The CTX^pre^/CD4^post^ group had significantly lower evenness than the CTX^pre^ group (Fig. 3e; *p* = 0.03 for TCRα and TCRβ; Mann–Whitney *U*-test), indicating the enrichment of certain T-cell clonotypes.

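Shannon evenness of the α-chain was 0.981 ± 0.000927 (SD, n = 3 mice) in the CTX pre group and 0.957 ± 0.0211 (SD, n = 5 mice) in the CTX pre/CD4 post group. The values of the CTX pre mice were 0.9819, 0.9819 and 0.9803, and those of the CTX pre/CD4 post mice were 0.9602, 0.97996, 0.9641, 0.9585 and 0.9224 in the order of their replicate numbers. For the β-chain, evenness was 0.986 ± 0.00339 (SD, n = 3) against 0.964 ± 0.0205 (SD, n = 5), with 0.9828, 0.9893 and 0.9846 in the CTX pre mice and 0.9709, 0.9826, 0.9693, 0.9682 and 0.9289 in the CTX pre/CD4 post mice. In both chains each CTX pre/CD4 post mouse was below each CTX pre mouse, which gives p = 0.0357 in the exact two-sided Mann–Whitney *U*-test, the smallest p that 3 mice against 5 allow. The highest CTX pre/CD4 post mouse, replicate 2, was below the lowest CTX pre mouse by 0.000328 in the α-chain and by 0.000131 in the β-chain. Had this mouse changed places with that CTX pre mouse, p would be 0.0714. The library of this mouse held 49 of the 95 abundant β-chain clonotypes of CTX pre/CD4 post replicate 1 that were absent from the 6 other mice. In that library most of these 49 were below the 3 reads taken as detected. An exact permutation test of the difference in means, which was −0.0243 for the α-chain and −0.0216 for the β-chain, gave p = 0.0714 for either chain. Of the other indices, 1 minus the Gini coefficient moved the α-chain test the most, to p = 0.25 by the exact Mann–Whitney *U*-test, with a difference of −0.0928. With replicates 1 to 3 of the groups paired by number as a block, the mean difference was −0.0132 (α-chain) and −0.0113 (β-chain), lower in 3 of 3 pairs for both chains, with p = 0.25 from an exact sign-flip test, the smallest that 3 pairs allow. The same-numbered mice were different animals, and the mean correlation of their deviations from the group means over V segments was −0.13, from −0.0995 to 0.0392 in the α-chain and −0.682, −0.267 and 0.289 in the β-chain. From the lower evenness after anti-CD4 treatment, the paper concludes that certain T-cell clonotypes were enriched, because lower evenness denotes that some clones proliferated preferentially.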

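The 10 most abundant α-chain clonotypes held 2.40% ± 0.159 of the reads (SD, n = 3 mice) in the CTX pre group and 5.13% ± 2.07 (SD, n = 5 mice) in the CTX pre/CD4 post group (exact two-sided Mann–Whitney *U*-test, p = 0.143). In the β-chain the share was 2.42% ± 0.546 (SD, n = 3) against 4.48% ± 1.90 (SD, n = 5), p = 0.0714 in the same exact test. CTX pre/CD4 post replicate 2, at 2.32% (α-chain) and 2.64% (β-chain), lay within the range of the CTX pre mice, and the 4 other CTX pre/CD4 post mice were above it in both chains. Neither difference passed 0.05. Clonotypes of 10 or more reads numbered 12 to 15 per CTX pre mouse and 21 to 102 per CTX pre/CD4 post mouse in the α-chain, and 8 to 14 against 17 to 95 in the β-chain. By this count, which was not compared by a test, the groups did not overlap in either chain. The number of clonotypes, whose logarithm divides the entropy, was 7270 ± 285 (SD, n = 3) against 6288 ± 991 (SD, n = 5) in the α-chain (exact p = 0.25) and 8164 ± 323 against 7128 ± 973 in the β-chain (exact p = 0.143), so the groups were not separated by this measure. The single most abundant α-chain clonotype of a mouse held 0.47% to 0.65% of the reads in the CTX pre group and 0.39% to 1.38% in the CTX pre/CD4 post group. The highest of these, in CTX pre/CD4 post replicate 5, had the CDR3 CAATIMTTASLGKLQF (Wilson 95% confidence interval 1.17% to 1.63%). It joins the V segment TRAV14D-3-DV8, at 53078452 to 53079045 on chromosome 14 of GRCm38 in the GENCODE vM21 annotation, to the J segment TRAJ24 at 54195638 to 54195700. In the β-chain the most abundant clonotype held 0.58% to 0.94% of the reads in the CTX pre group and 0.68% to 1.62% in the CTX pre/CD4 post group. Its highest share, again in CTX pre/CD4 post replicate 5, was that of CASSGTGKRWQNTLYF (interval 1.39% to 1.89%), which joins TRBV13-3, at 41130147 to 41130585 on chromosome 6, to TRBJ2-4 at 41543362 to 41543410. Neither of these 2 sequences was found in another mouse. By contrast, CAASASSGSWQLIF (TRAV14N-1, TRAJ22) was the most abundant α-chain clonotype of 2 CTX pre mice and of CTX pre/CD4 post replicate 2, and its main nucleotide sequence was found in all 8 mice. The amino acid sequence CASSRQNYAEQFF joins TRBV14, at 41135145 to 41135616 on chromosome 6, to TRBJ2-1, at 41542754 to 41542803. It was among the 10 most abundant β-chain clonotypes of CTX pre/CD4 post replicates 4 and 5, with 23 and 57 reads, and was not found in the 6 other mice. Of the 100 most abundant nucleotide sequences of replicate 4, 94 were absent from the 6 other mice, and 0 of these were in replicate 5. The nucleotide sequence of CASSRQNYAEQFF thus differed between replicates 4 and 5.

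**Figure D1:**
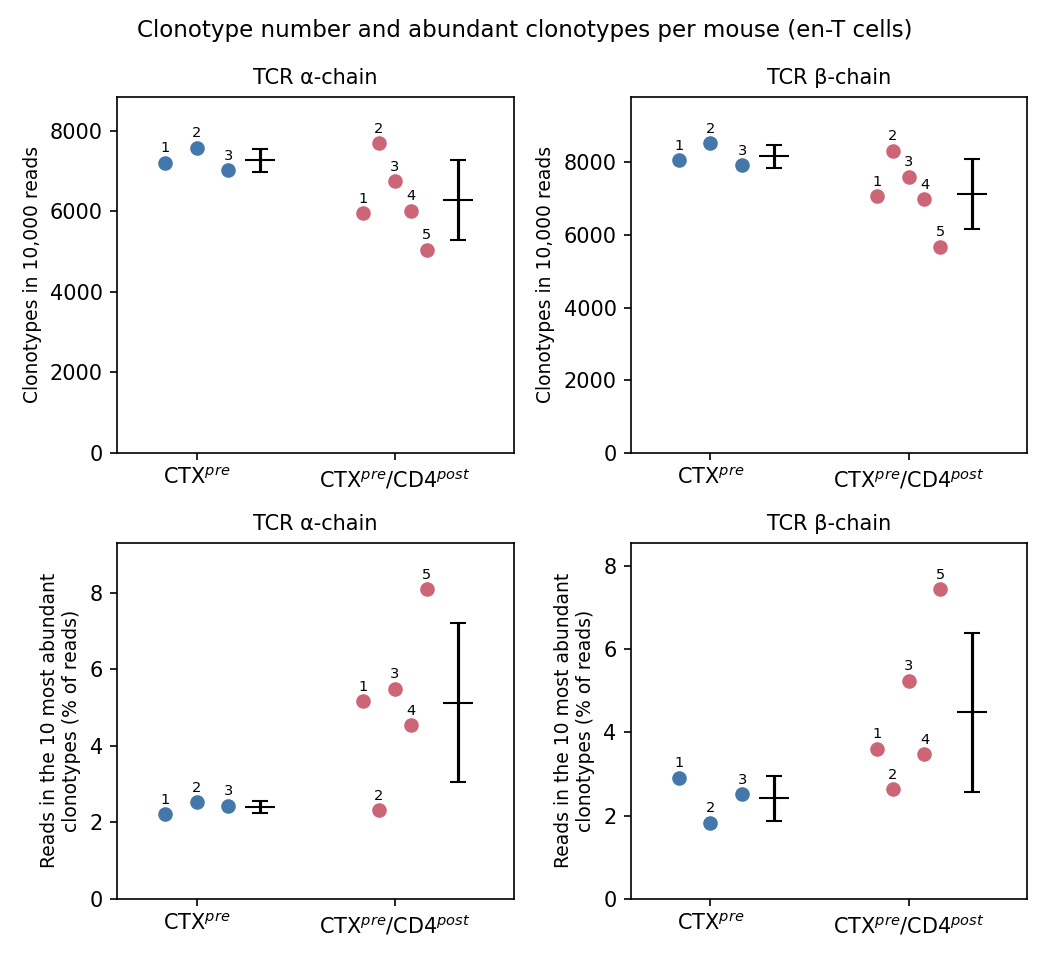
Number of clonotypes in 10000 reads (top) and percent of reads in the 10 most abundant clonotypes (bottom) of en-T cells, for the TCR α-chain (left) and β-chain (right). Each point is a mouse, labelled with its replicate number, and bars give the mean ± SD; CTX pre/CD4 post replicate 2 has more α-chain clonotypes than any CTX pre mouse and lies within their range in the other panels, and CTX pre/CD4 post replicate 5 has the highest share of reads in abundant clonotypes in both chains, 8.10% and 7.44%.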

Next, we analyzed the intratumoral CD8^+^ T cells in mice that were inoculated with high dose of B16-F10 to establish measurable tumor volume in both CTX^pre^ and CTX^pre^/CD4^post^ groups (Fig. 3f). As expected from the effect of CTX^pre^/CD4^post^ on T-cell expansion and tumor reactivity (Figs. 2f, g and 3c–e), CTX^pre^/CD4^post^ increased intratumoral infiltration of ex-T and en-T cells (Fig. 3g). Phenotypic analysis showed that CTX^pre^/CD4^post^-experienced en-T cells were more differentiated and included higher proportion of PD-1^+^ cells than the CTX^pre^-exposed group (Fig. 3h, i and Supplementary Fig. 2f, g). Highly tumor-reactive ex-T cells showed 54.3 ± 26.3% and 66.5 ± 7.4% (mean ± SD) PD-1 positivity in CTX^pre^ and CTX^pre^/CD4^post^ groups, respectively.

Collectively, these results suggest that the use of anti-CD4 treatment increases effector function, tumor reactivity, and intratumoral infiltration of endogenous CD8^+^ T cells in this ACT combination model.

### CTX^pre^/CD4^post^ enriches IL-18Rα^hi^ CD8^+^ T cells

So far, the identified factors that potentially affected ACT efficacy following CTX^pre^/CD4^post^ involved expansion of ex-T cells and increased tumor reactivity of en-T cells. To further define the factors that contribute to anti-tumor response in the current regimen, we investigated the gene expression profile of CD8^+^ T cells that were exposed to the milieu immunomodulated by CTX^pre^/CD4^post^. We used en-T cells for the analysis (Fig. 4a), as they exhibited more severe phenotypic/functional changes than ex-T cells. Among the genes upregulated over twofold in the CTX^pre^/CD4^post^ group compared with that in the CTX^pre^ group (Supplementary Data 1), 21% were associated with T-cell activation, differentiation, and migration (20 of 95 genes; *Ccl1*, *Ccr4*, *Ccr6*, *Ccr8*, *Cd40lg*, *Epas1*, *Fut7*, *Gcnt1*, *Gzmb*, *Icos*, *Ifitm1*, *Ifng*, *Il18r1*, *Lgals1*, *Penk*, *Rora*, *Rorc*, *S100a4*, *Sema6d*, and *Tigit*), consistent with the results of phenotypic analysis (Fig. 2c, d, h–j and Supplementary Fig. 4c–j). Importantly, the CTX^pre^/CD4^post^-experienced en-T cells exhibited more than threefold upregulation of *Ifng* and *Il18r1* (Fig. 4b), which encode key components in IL-18–IL-18R signaling^22,23^. Protein expression analysis revealed that among the three populations that were grouped on the basis of the level of IL-18Rα expression, IL-18Rα^hi^ en-T cells were significantly enriched in the mice exposed to CTX^pre^/CD4^post^ (Fig. 4c).

**Fig. 4:**
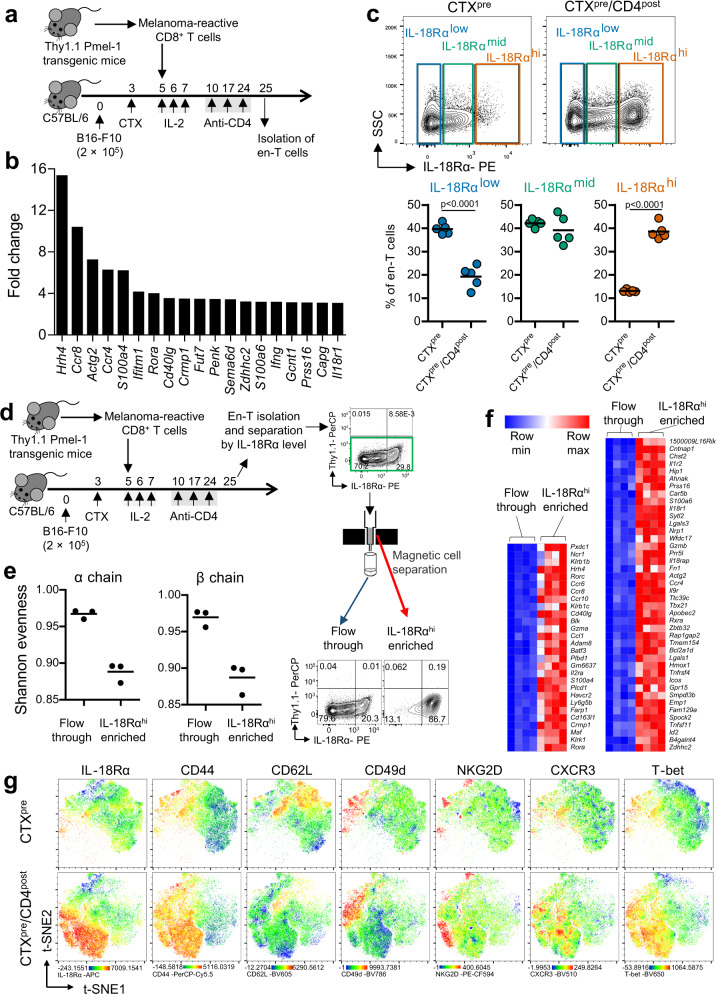
Anti-CD4 post conditioning enriches IL-18Rα^hi^ endogenous CD8^+^ T cells. **a** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex vivo-primed Thy1.1^+^ Pmel-1 CD8^+^ T (ex-T) cells, 2 × 10^6^/mouse. **b** Differentially expressed genes in microarray analysis. Genes that were upregulated (>3-fold) in CTX^pre^/CD4^post^ compared with that in CTX^pre^-experienced endogenous CD8^+^ T (en-T) cells are indicated. En-T cells isolated as in Supplementary Fig. 3f were used. For each group, en-T cells from five mice were pooled and used for analysis. **c** IL-18Rα expression in en-T cells was analyzed. *n* = 5 mice per group. Two-tailed unpaired Student’s *t*-test. **d**–**f** Analysis of TCR distribution and gene expression profiles of IL-18Rα^hi^ en-T cells. **d** Schematic of analyte preparation. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex-T cells, 2 × 10^6^/mouse. On day 25, IL-18Rα^hi^-enriched en-T cells were isolated via magnetic cell separation. **e** Shannon evenness (normalized Shannon–Wiener index) of TCR α-chain (left) and β-chain (right) are shown. *n* = 3 mice per group. **f** Whole transcriptome analysis. Genes that were upregulated (>3-fold) in IL-18Rα^hi^-enriched en-T cells compared with en-T cells in the flow-through are indicated. *n* = 4 mice per group. **g** Multi-color flow cytometry analysis of en-T cells. Analytes prepared as in **a** were stained with the indicated markers and analyzed. Dimensionality reduction (t-SNE; *t*-distributed stochastic neighbor embedding) was performed for visualization. **c**, **e** Each symbol indicates an individual mouse. Horizontal bars indicate means. xCD4^post^, anti-CD4 post conditioning; CTX^pre^, cyclophosphamide preconditioning. Source data are provided as a Source Data file.

Next, we analyzed the subset-specific characteristics by comparing cells that were magnetically enriched for high IL-18Rα-expression with other cells in the flow-through (Fig. 4d). Although the two groups were sampled from the same CTX^pre^/CD4^post^-exposed CD8^+^ T cells, TCR repertoire analysis showed that Shannon evenness was lower in the IL-18Rα^hi^ group (Fig. 4e). Further gene expression analysis defined the molecular profile of the IL-18Rα^hi^ en-T-cell population (Supplementary Data 2). We found that the genes associated with T-cell activation/differentiation, of which some were upregulated in CTX^pre^/CD4^post^-exposed CD8^+^ T cells (Fig. 4b), were upregulated more than three times in IL-18Rα^hi^-enriched cells (Fig. 4f). In addition, the upregulated genes included those encoding innate-like T-cell-related markers (*Pxdc1*, *Hrh4*, *Rorc*, *Ccr6*, *Cd40lg*, and *Blk*) and natural killer cell receptors (*Ncr1*, *Klrb1b*, *Klrb1c*, and *Klrk1*), which not only increased after typical TCR-dependent stimulation, but were also upregulated via TCR-independent/cytokine-mediated T-cell activation, such as bystander activation^24–26^. Multidimensional protein expression analysis defined the IL-18Rα^hi^-associated phenotypic feature, which is characterized by CD44^+^ CD62L^−^ CD49d^−^ CXCR3^+^ T-bet^+^ (Fig. 4g).

### Enhanced anti-tumor activity of IL-18Rα^hi^ CD8^+^ T cells is mediated by TCR/IL-18 signaling

IL-18 signaling has been reported as an important mediator of T-cell effector function in cancer^27^. In addition, the high prevalence of IL-18Rα^+^ cells in tumor was associated with better prognosis^28^. We investigated the anti-tumor potential of IL-18Rα^hi^ CD8^+^ T cells that were enriched in mice exposed to CTX^pre^/CD4^post^. The CTX^pre^/CD4^post^-exposed en-T cells were categorized into IL-18Rα^low^, IL-18Rα^mid^, and IL-18Rα^hi^ subsets, and their polyfunctionality was assessed. Among the three groups, the IL-18Rα^hi^ cells exhibited the highest polyfunctionality (Fig. 5a and Supplementary Fig. 5c, d), indicating that their anti-tumor potential was higher than those of the other two subsets.

**Fig. 5:**
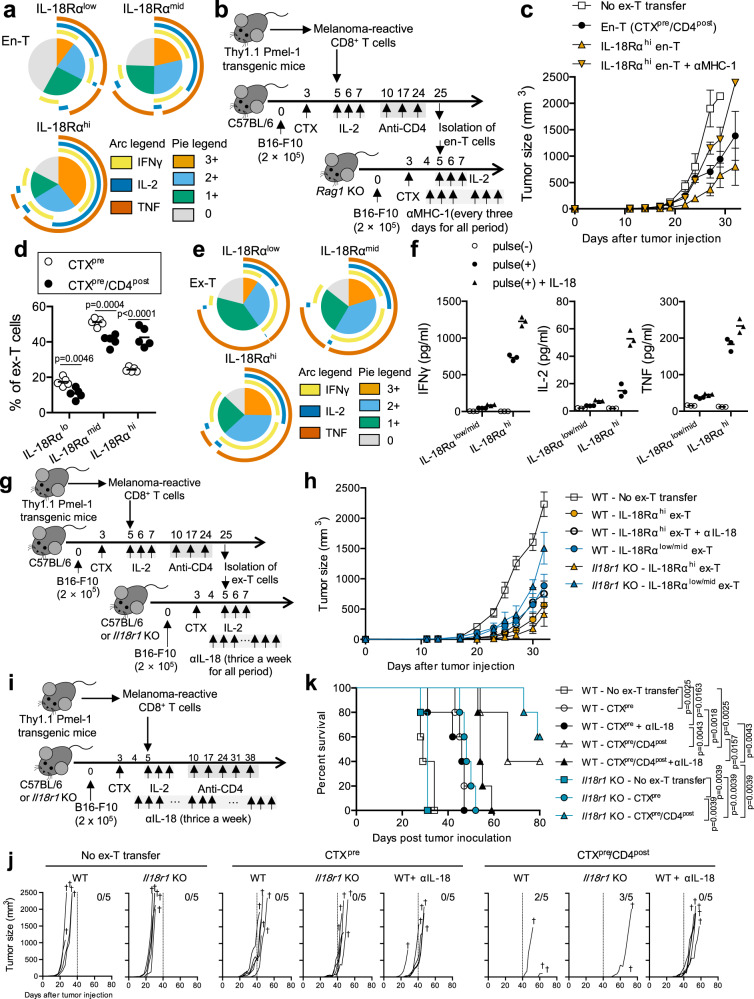
IL-18Rα^hi^ CD8^+^ T-cell-dependent anti-tumor effect is mediated by TCR/IL-18 signaling. **a** Polyfunctionality of IL-18Rα^low^, IL-18Rα^mid^, and IL-18Rα^hi^ endogenous CD8^+^ T (en-T) cells was calculated as in Fig. 3b using the data from Supplementary Fig. 5c, d. Analytes prepared as in Fig. 4a were used. **b**, **c** Evaluation of anti-tumor efficacy of IL-18Rα^hi^ en-T cells. **b** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex vivo-primed Thy1.1^+^ Pmel-1 CD8^+^ T (ex-T) cells, 2 × 10^6^/mouse; isolated en-T cells (from the 1st transfer mice), 1 × 10^6^/mouse. **c** Tumor growth until day 32 is shown. Tumor growth curves over the whole period and survival curves are shown in Supplementary Fig. 6a, b. IL-18Rα^hi^ en-T indicates magnetically enriched cells as shown in Supplementary Fig. 3h. Error bars indicate means ± SEM. **d** IL-18Rα expression in ex-T cells was analyzed as in Fig. 4c. Each symbol indicates the calculated value of an individual mouse. Horizontal bars indicate means. **e** Polyfunctionality of IL-18Rα^low^, IL-18Rα^mid^, and IL-18Rα^hi^ ex-T cells was calculated as in Fig. 3b using the data analyzed in Supplementary Fig. 5e, f. **d**, **e** Analytes prepared as in Fig. 4a were used. **f** Cytokine concentration in culture media was evaluated. Isolated IL-18Rα^low/mid^ and IL-18Rα^hi^ ex-T cells as in Supplementary Fig. 3i were co-cultured with gp100_25–33_-pulsed or unpulsed C57BL/6 splenocytes for 4 h. IL-18 (30 ng/mL) was added to the treatment group. Pooled cells from CTX^pre^/CD4^post^-experienced mice (*n* = 5) were used in this assay. Biological triplicates. **g**, **h** Evaluation of anti-tumor efficacy of IL-18Rα^hi^ ex-T cells. **g** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex-T cells, 2 × 10^6^/mouse; isolated ex-T cells (from the 1st transfer mice), 5 × 10^5^/mouse. **h** Tumor growth until day 32 is shown. Tumor growth curves over the whole period and survival curves are shown in Supplementary Fig. 7a, b. IL-18Rα^hi^ and IL-18Rα^low/mid^ ex-T mean magnetically sorted cells as in Supplementary Fig. 3j. Error bars indicate means ± SD. **i**–**k** Evaluation of the role of IL-18 signal in CTX^pre^/CD4^post^ regimen. **i** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex-T cells, 2 × 10^6^/mouse. Tumor growth (**j**) and survival rates (**k**) are shown. **j** Each curve indicates an individual mouse. † indicates death at the indicated time point. The number of mice surviving up to day 80 is represented. **g**–**k** Anti-IL-18 treatment started from day 4 and was performed thrice a week for the whole period. **a**–**e, i**–**k** *n* = 5 mice/group. **g**, **h** WT groups, *n* = 7 mice/group; *Il18r1* knockout groups, *n* = 5 mice/group. Two-tailed unpaired Student’s *t*-test (**d**) and two-tailed log-rank (Mantel–Cox) tests (**k**) were used to determine statistical significance. αIL-18, IL-18 neutralizing antibody; αMHC-1, anti-MHC-1 blocking antibody; CD4^post^, anti-CD4 post conditioning; CTX^pre^, cyclophosphamide preconditioning; WT, wild-type mice. Source data are provided as a Source Data file.

So far, IL-18Rα^hi^ en-T cells have shown skewed TCR repertoire (Fig. 4e), expressed high level of natural killer cell receptors (Fig. 4f), and were polyfunctional (Fig. 5a). These observations raised two questions: “Does the IL-18Rα^hi^ subset show strong anti-tumor activity in vivo?” and “Is the interaction between major histocompatibility complex class I (MHC I) and TCR dispensable for anti-tumor effect?”. Hence, we evaluated the in vivo anti-tumor activity of the IL-18Rα^hi^ subset that was isolated from CTX^pre^/CD4^post^-experienced mice. To assess the subset-related effect of IL-18Rα^hi^ population, en-T cells were enriched based on IL-18Rα expression and transferred into B16-F10-bearing *Rag1* knockout (KO) mice (Fig. 5b and Supplementary Fig. 3h). In the long term, IL-18Rα^hi^ en-T cells were not beneficial for survival rate and tumor progression (Supplementary Fig. 6a, b). Instead, we observed weak short-term effect (~27 days) of the subset in terms of tumor suppression (Fig. 5c and Supplementary Fig. 6c). Notably, treatment with an anti-MHC I antibody abrogated the suppressive effect, implying that this event is mediated by the interaction between MHC I and TCRs, which recognize antigens expressed on B16-F10 melanoma.

CTX^pre^/CD4^post^ treatment created a milieu in which en-T cells were prone to differentiate into a polyfunctional IL-18Rα^hi^ subset; the subset elicited short-term effector function via MHC I–TCR interaction. We hypothesized that ex-T cells undergo the same differentiation that accompanies IL-18Rα expression in the CTX^pre^/CD4^post^-induced milieu. Intriguingly, CTX^pre^/CD4^post^ treatment enriched the similarly polyfunctional IL-18Rα^hi^ CD8^+^ T cells in the ex-T population (Fig. 5d, e and Supplementary Figs. 2h and 5e, f). In response to the specific gp100_25–33_ peptide, IL-18Rα^hi^ ex-T cells secreted higher level of effector cytokines than the IL-18Rα^low/mid^ ex-T cells (Fig. 5f). Notably, the response was augmented by the addition of IL-18, suggesting the crucial role of IL-18 signaling in the anti-tumor activity of this subset. To evaluate tumor-suppressive activity in vivo, we isolated IL-18Rα^hi^ ex-T cells from CTX^pre^/CD4^post^-experienced mice and transferred them to B16-F10-bearing C57BL/6 mice (Fig. 5g). Furthermore, we also administered the sorted cells to *Il18r1* KO mice, to evaluate the effect of increased accessibility to IL-18 on the transferred IL-18Rα^hi^ or IL-18Rα^low/mid^ ex-T cells. As was observed in en-T cells (Fig. 5c and Supplementary Fig. 6a–c), IL-18Rα^hi^ ex-T cells showed only short-term effect (~32 days) in this model (Fig. 5h and Supplementary Fig. 7a–c). The effect was reduced in mice treated with IL-18-blocking antibody, supporting the role of IL-18 observed in the in vitro experiment (Fig. 5f). IL-18Rα^low/mid^ ex-T cells showed lower anti-tumor activity than the IL-18Rα^hi^ population and did not differ significantly from the IL-18-blocked IL-18Rα^hi^ ex-T group. Notably, compared with C57BL/6 wild-type mice, *Il18r1* KO recipient mice, which lack IL-18R-expressing en-T cells, showed larger difference in the effect between the transfer of IL-18Rα^low/mid^ and IL-18Rα^hi^ ex-T cells. However, in long-term analysis, significant differences were not observed in tumor suppression and survival rate (Supplementary Fig. 7a, b), implying that IL-18Rα^hi^ ex-T cells themselves have only short-term benefit without the continuous generation of the subset.

CTX^pre^/CD4^post^ changed the functional profile of en-T/ex-T cells, increasing the proportion of the IL-18Rα^hi^ subset (Figs. 4c and 5d). However, despite the high effector potential, direct transfer of the cell subset exhibited only short-term effect in tumor suppression (Fig. 5c, h and Supplementary Figs. 6 and 7). These results implied that the CTX^pre^/CD4^post^-induced milieu, which continuously generates IL-18Rα^hi^ CD8^+^ T cells, rather than the short-term presence of the cells, drove the strong anti-tumor response in CTX^pre^/ACT/CD4^post^-experienced mice (Fig. 1c, d). Therefore, we investigated the anti-tumor effect of the CTX^pre^/ACT/CD4^post^-induced milieu in the long-term by blocking the IL-18 signal, which played a crucial role in the function of IL-18Rα^hi^ CD8^+^ T cells in vitro and in vivo (Fig. 5f, h). *Il18r1* KO mice (in which IL-18 signaling is absent in the cells in recipient mice, whereas it is intact in transferred ex-T cells) or IL-18 neutralizing antibody (which blocks IL-18 signaling) were used to abrogate the function of IL-18Rα^hi^ en-T or en-T/ex-T cells (Fig. 5i). The use of *Il18r1* KO mice or anti-IL-18 treatment did not result in significant differences in tumor growth rate and survival among CTX^pre^-experienced groups (WT-CTX^pre^, WT-CTX^pre^ + αIL-18, *Il18r1* KO-CTX^pre^; Fig. 5j, k), which had low proportion of IL-18Rα^hi^ T cells. Importantly, CTX^pre^/CD4^post^ groups showed contrasting results between endogenous cell-restricted and whole-cell blocking of IL-18 signal. Anti-IL-18 treatment markedly diminished tumor suppression and survival rate in CTX^pre^/CD4^post^-experienced C57BL/6 wild-type mice. However, CTX^pre^/CD4^post^-experienced *Il18r1* KO mice showed similar therapeutic efficacy as C57BL/6 wild-type mice, implying that the anti-melanoma effect of highly tumor-specific IL-18Rα^hi^ ex-T cells outweigh that of IL-18Rα^hi^ en-T cells. Collectively, these data show that CTX^pre^/CD4^post^ induces a milieu that continuously generates tumor-suppressive IL-18Rα^hi^ CD8^+^ T cells, which exert strong effector function in response to TCR and IL-18 signaling.

### Various factors in CTX^pre^/CD4^post^ synergistically induce IL-18Rα^hi^ CD8^+^ T cells

To determine the variable(s) that regulate the generation of tumor-suppressive IL-18Rα^hi^ ex-T cells, we assessed the roles of factors involved in the current regimen and evaluated the effect of each factor. We treated mice with each factor-subtracted regimen (tumor presence, CTX^pre^, ex-T transfer, IL-2, and CD4^post^ were removed from the full regimen) and analyzed the change in the ratio and number of IL-18Rα^hi^ cells on day 25 (the same experiment scheme as shown in Fig. 4a). In addition, anti-IL-18, *Il18r1* KO, *Foxp3*^*DTR*^, and *Rag1* KO mice were also analyzed to investigate the effect of IL-18 signaling, regulatory T-cell (Treg) depletion, and permanent lymphopenia. The removal of CTX^pre^, IL-2, and CD4^post^ significantly decreased the frequency and number of IL-18Rα^hi^ ex-T cells (Fig. 6a, b). Notably, the IL-18Rα^hi^ frequency of Treg-depleted mice was similar to that of CD4-depleted mice, suggesting the importance of Treg in the formation of this milieu. However, disruption in IL-18 signaling or Treg depletion reduced the absolute count of IL-18Rα^hi^ ex-T cells compared with that of the control regimen (Fig. 6b). Among the variables, the ratio of IL-18Rα^hi^ subset in en-T cells was significantly affected by CTX^pre^ and CD4^post^ (Supplementary Fig. 8a). The absolute count of IL-18Rα^hi^ en-T cells was strongly dependent on the extent of lymphopenia, probably due to variation in total en-T-cell count at the starting point (Supplementary Fig. 8b, c). Surprisingly, *Rag1* KO mice exhibited the highest frequency of IL-18Rα^hi^ ex-T cells, implying that lymphopenic condition is the important factor contributing to the generation of IL-18Rα^hi^ ex-T cells. This was corroborated by assessing the relationship between the extent of lymphopenia and the ratio of IL-18Rα^hi^ ex-T cells. The frequency of IL-18Rα^hi^ ex-T cells strongly correlated with lymphopenic score (Fig. 6c). En-T cells, which have more complex variables (in priming, repopulation) than ex-T cells, did not show significant correlation between the variables (Supplementary Fig. 8d).

**Fig. 6:**
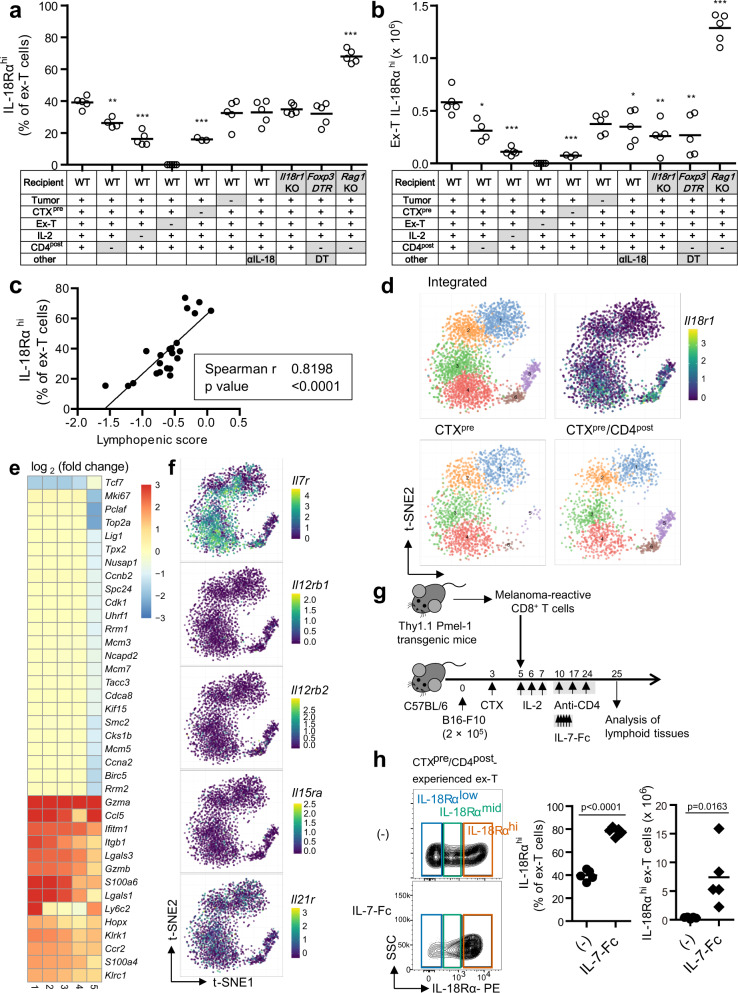
Various factors affect IL-18Rα^hi^ cell generation in CTX^pre^/CD4^post^-induced milieu. **a**–**c** Evaluation of variables that led to IL-18Rα^hi^ cell generation. The treatment with full regimen (as in Fig. 4a) or a modified regimen that lacks each variable was applied to mice (*n* = 5 mice per group). On day 25, the ratio (**a**) and the number (**b**) of IL-18Rα^hi^ Thy1.1^+^ Pmel-1 CD8^+^ T (ex-T) cells in lymphoid tissues were analyzed. **c** The correlation between lymphopenia score (represented as −log [total cell count in spleen and tumor-draining lymph nodes]) and the proportion of IL-18Rα^hi^ ex-T cells was evaluated. **d**–**f** Visualization of single-cell transcriptome analysis of CTX^pre^ and CTX^pre^/CD4^post^-experienced ex-T cells. Cells from four mice of each group were pooled and analyzed. **d** After unsupervised clustering, the ex-T cells were projected on two-dimensional space using *t*-distributed stochastic neighbor embedding (t-SNE). The information related to groups, clusters, and *Il18r1* expression are shown. **e** Genes that are differentially expressed compared with those in the cluster 6 are listed. **f** The log-normalized transcript levels of the indicated genes are shown. **g**, **h** Evaluation of the effect of IL-7 signal on IL-18Rα^hi^ CD8^+^ T-cell generation. **g** Schematic of the experiment. Injected cell number: B16-F10, 2 × 10^5^/mouse; ex-T cells, 2 × 10^6^/mouse. The treatment group received daily treatment of non-lytic Fc-fused IL-7 (IL-7-Fc) from day 10–14. **h** Representative data, the ratio, and the number of IL-18Rα^hi^ ex-T cells are shown. **a**, **b**, **h** *n* = 5 mice per group. Each symbol indicates the calculated value of an individual mouse. Horizontal bars indicate means. *p < 0.05; **p < 0.01; ***p < 0.001; one-way ANOVA with the Dunnett’s post hoc test (**a**, **b**; the first group was the control), two-tailed Spearman’s rank correlation (**c**), and two-tailed unpaired Student’s *t*-test (**h**) were used to determine statistical significance. αIL-18, IL-18 neutralizing antibody; CD4^post^, anti-CD4 post conditioning; CTX^pre^, cyclophosphamide preconditioning; DT, diphtheria toxin; WT, wild-type mice. Source data are provided as a Source Data file.

To understand in more detail the changes induced by CTX^pre^/CD4^post^, we conducted single-cell transcriptome analysis of lymphoid cells. We assessed the differentially abundant cell clusters between regimens (CTX^pre^ and CTX^pre^/CD4^post^) and differentially expressed genes among the identified clusters. In the macroscopic picture of whole lymphoid cells, the addition of CD4^post^ specifically affected CD4^+^ T cells (Supplementary Fig. 9a), while significant changes were not observed in the other clusters. Next, we subjected en-T and ex-T cells to single-cell transcriptome analysis, to determine the gene expression profile of CD8^+^ T cells exposed to CTX^pre^/CD4^post^. Compared with the CTX^pre^ group, CTX^pre^/CD4^post^-experienced en-T and ex-T cells had larger size of clusters that expressed high level of *Il18r1* (Fig. 6d and Supplementary Fig. 9b). In line with the previous result (Fig. 4f), these clusters also showed dominant expression of several genes that were highly expressed in the IL-18Rα^hi^-enriched en-T cells (Fig. 6e and Supplementary Fig. 9c). As lymphopenic condition, in which various cytokine signals are amplified^29–31^, was the key factor involved in the generation of IL-18Rα^hi^-enriched ex-T cells (Fig. 6a–c), we hypothesized that the cytokine cues from CTX^pre^/CD4^post^-induced lymphopenic milieu affect the expansion of IL-18Rα^hi^ ex-T cells. Therefore, we determined the expression levels of genes related to receptors of homeostatic/inflammatory cytokines. Interestingly, the cell cluster with high *Il18r1* level also showed higher expression of *Il7r* compared with *Il12rb1*, *Il12rb2*, *Il15ra*, and *Il21r* (Fig. 6f and Supplementary Fig. 9d), implying that IL-7 signal can affect IL-18Rα^hi^ cell generation. To verify this, IL-7-Fc treatment was introduced during the current CTX^pre^/CD4^post^ regimen (Fig. 6g). Strikingly, the amplification of the IL-7 signal profoundly increased the number and ratio of IL-18Rα^hi^ en-T and ex-T cells (Fig. 6h and Supplementary Fig. 10).

To summarize, these results suggest that CTX^pre^/CD4^post^-created lymphopenic condition, which involves amplification of the homeostatic IL-7 signal, increases IL-18Rα^hi^ CD8^+^ T-cell subset.

## Discussion

ACT efficacy is often limited by immune-suppressive elements (e.g., Tregs and myeloid-derived suppresser cells)^32,33^. To resolve this issue, patients are treated with suitable pre- and/or post-conditioning regimen. Pre-conditioning includes radiation and chemo-agent conditioning that induce lymphodepletion, thereby eliminating consumptive cytokine sinks and immune-suppressive cells^12–14^. This process also creates “space” for the homeostatic expansion of ex-T cells^34,35^. In addition, post conditioning complements supportive elements (e.g., homeostatic cytokines) that allow the long-term persistence of ex-T cells^36,37^. In the current study, we designed CTX^pre^/CD4^post^, a regimen that transiently depletes CD4^+^ cells following CTX-induced systemic lymphodepletion. In our mouse model of ACT for B16-F10 melanoma, CTX^pre^/CD4^post^ increased anti-tumor efficacy by accelerating ex-T-cell expansion and en-T-cell differentiation. Notably, CTX^pre^/CD4^post^-exposed ex-T and en-T cells heightened the frequency of IL-18Rα^hi^ subset, which was highly polyfunctional and exhibited TCR/IL-18 signal-dependent anti-tumor activity in vivo. Despite the short-term effect of IL-18Rα^hi^ CD8^+^ T cells in adoptive transfer experiments, the CTX^pre^/CD4^post^-created milieu, which continuously generates the IL-18Rα^hi^ subset, elicited profound anti-tumor efficacy in an IL-18 signal-dependent manner. We also found that IL-18Rα^hi^ CD8^+^ T-cell generation is strongly associated with the existence of both CTX^pre^ and CD4^post^, or lymphopenic milieu such as in *Rag1* KO mice. Single-cell transcriptome analysis and subsequent experiments revealed that the amplification of IL-7 signaling was crucial for increasing IL-18Rα^hi^ ex-T and en-T cells.

The therapeutic action of the anti-CD4-depleting antibody in cancer, in particular via reduction in Tregs, is well known^5,15^. As Tregs suppress the adequate function and proliferation of effector T cells^38^, CD4^+^ Treg depletion increases tumor reactivity and intratumoral infiltration of CD8^+^ T cells^3–5^. In the present study, we showed that anti-CD4 treatment, in combination with ACT and CTX^pre^, enhanced anti-melanoma efficacy by enriching IL-18Rα^hi^ CD8^+^ T cells. Notably, the synergy between ACT (i.e, ex-T) and anti-CD4 was crucial in this study, as the removal of ex-T compromised the therapeutic effect (Fig. 1c–f). This was further corroborated by the robust anti-tumor response of CTX^pre^/CD4^post^-experienced *Il18r1* KO mice (Fig. 5j, k), in which the highly functional IL-18Rα^hi^ subset is only present in ex-T, but not in en-T cells. Interestingly, the depletion of Tregs, instead of whole CD4^+^ cells, also increased IL-18Rα^hi^ ex-T-cell frequency (Fig. 6a). However, the therapeutic effect of Treg depletion was overshadowed by its side effects. Treg-depleted mice (diphtheria toxin (DT)-treated *Foxp3*^*DTR*^) developed typical autoimmune symptoms and died within a month (Supplementary Fig. 11), as has been observed in other studies^39,40^. In contrast, the regimen used in this study (weekly treatment of anti-CD4) did not elicit any autoimmune symptoms, while the anti-tumor response was retained. This is possibly due to the collateral removal of Th subsets with Tregs, as Th1, Th9, and Th17 play important roles in autoimmune diseases^41,42^. One concern is the elimination of tumor-suppressive CD4^+^ T cells, as these cells are known for their roles in direct tumor suppression and T-cell memory formation^43–48^. All these effects were removed by the CTX^pre^/CD4^post^ regimen in this study. The optimal level and duration of CD4 depletion should be considered in the future to maximize therapeutic efficacy by balancing these factors.

In this study, anti-tumor efficacy in CTX^pre^/CD4^post^-experienced mice was largely attributed to the IL-18Rα^hi^ CD8^+^ subset. This is in line with the observations of previous studies that demonstrated elevated effector function of IL-18Rα^hi^ CD8^+^ T cells in infection and cancer^28,49^. We found that the IL-18Rα^hi^ subset had highly differentiated effector profile with skewed TCR repertoire (Fig. 4e, f). Despite the short-term effector function, the cell subset was polyfunctional and required TCR–MHC I interaction for anti-tumor activity (Fig. 5a, c, e, f). Notably, IL-18 signaling was crucial in TCR-mediated effector function of IL-18Rα^hi^ ex-T cells in vitro and in vivo (Fig. 5f, h, j, k). In the case of CTX^pre^-experienced mice, which had lower capacity of generating the IL-18Rα^hi^ subset, inhibition of IL-18 signaling did not significantly change anti-tumor activity (Fig. 5j, k). In summary, IL-18Rα^hi^ CD8^+^ T cells are tumor-specific and act as short-term effector cells that drive IL-18-dependent therapeutic effect under CTX^pre^/CD4^post^.

The significance of this study lies in the design of the CTX^pre^/CD4^post^ regimen that creates a favorable milieu for effective ACT. Anti-CD4 treatment, when combined with CTX^pre^, increased the frequency of IL-18Rα^hi^ ex-T and en-T cells (Fig. 6a and Supplementary Fig. 8a). We also found that lymphopenia score correlated strongly with the proportion of IL-18Rα^hi^ ex-T cells (Fig. 6c). Considering that Napolitano et al.^29^ and Malaspina et al.^50^ reported elevation in IL-7 level in hosts harboring human immunodeficiency virus 1 and showing idiopathic CD4^+^ T-cell decrease, it is possible that CTX^pre^/CD4^post^-induced IL-7 abundance contributes to IL-18Rα^hi^ cell generation. This was confirmed in this study by showing that IL-7-Fc significantly increased the IL-18Rα^hi^ cell population that expressed high level of *Il7r* (Fig. 6f, h and Supplementary Figs. 9d and 10). In addition, CTX^pre^/CD4^post^ also contributes to the function of the cells via abundant IL-18 signaling, as pro-inflammatory cytokines (as in the case of homeostatic cytokines) are also abundant in lymphopenic hosts^29–31,50^. Therefore, CTX^pre^/CD4^post^ is involved in both the generation and function of the IL-18Rα^hi^ subset via augmented homeostatic and pro-inflammatory signals. Collectively, the merit of the CTX^pre^/CD4^post^ regimen is, as can be expected from its mechanism of action, that it can be applied for any type of ACT (e.g., sorted CD8^+^ T cells, TILs, TCR-engineered T cells, and CAR-Ts). However, this effect was evaluated only in the mouse model of melanoma, which is a limitation of this study. Further studies of other tumor models and translation into the human setting will pave the way for developing safe and effective ACT strategies.

## Methods

### Study design

This study was conducted to develop an effective conditioning regimen in ACT. In general, the B16-F10 melanoma cell line was inoculated into animals and the CD8^+^ T cells were adoptively transferred. Animals in two different groups were treated with either CTX or CTX plus anti-CD4, to compare the effects of conditioning regimens. Animals were evaluated for tumor growth and survival, and both the transferred and endogenous CD8^+^ T cells were analyzed to investigate the mechanisms underlying any relevant outcome. Sample sizes were selected based on previous experience with similar types of experiments. The study was conducted with multiple technical and/or biological replicates, to ensure reproducibility of data. In all experiments, animals were randomly assigned into experimental groups and non-blinded experiments were conducted throughout the study. No data were excluded and all outliers were included in data analysis.

### Cells

B16-F10 cells purchased from the American Type Culture Collection were grown in complete Dulbecco’s modified Eagle’s medium (D10; Welgene, Gyeongsan, Korea; supplemented with 10% heat-inactivated fetal bovine serum [FBS], 100 units/mL penicillin, and 100 μg/mL streptomycin). Lymphocytes derived from animals were cultured in Roswell Park Memorial Institute 1640 medium (R10; Welgene, Gyeongsan, Korea; supplemented with 10% heat-inactivated FBS, 100 units/mL penicillin, and 100 μg/mL streptomycin). All cells were cultured at 37 °C in a 5% CO_2_ incubator.

### Mice

Six- to 8-week-old C57BL/6 female mice were purchased from OrientBio (Gapyeong, Korea). CD45.1 congenic (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ), *Rag1* KO (*Rag1*^*tm1Mom*^/J), *Il18r1* KO (B6.129P2-*Il18r1*^tm1Aki^/J), *Foxp3*^*DTR*^ (B6.129(Cg)-*Foxp3*^tm3(DTR/GFP)Ayr^/J), and Thy1.1 Pmel-1 transgenic mice (*Thy1*^*a*^/Cy Tg(TcraTcrb)8Rest/J; expressing transgenic TCR specific for gp100_25–33_ and congenic Thy1.1 antigen) were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). All mice were maintained under specific pathogen-free conditions in the animal facilities of the National Cancer Center (Goyang, Korea). Groups of up to five mice were housed in individually ventilated cage on a 12 h light/dark cycle, at an ambient temperature of 20 ± 2 °C, with humidity controlled at 55 ± 5%. Experimental procedures were approved by the Institutional Animal Care and Use Committee of the National Cancer Center Institute (NCCI). The NCCI animal facility is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. Animal experiments were conducted following the Guidelines on the Care and Use of Laboratory Animals from the Institute of Laboratory Animal Resources.

### Sample preparation

To prepare Thy1.1^+^ Pmel-1-specific and CD45.1^+^ CD8^+^ T cells, lymphocytes were collected from the lymph nodes and spleens of Thy1.1 Pmel-1 and CD45.1 mice, respectively. CD8^+^ T cells were isolated from lymphocytes using CD8 microbeads (positive selection beads; Miltenyi Biotech, CA, USA). For ex vivo priming, the Thy1.1^+^ Pmel-1 CD8^+^ T cells were further stimulated with 5 μg/mL human gp100_25–33_ peptide (KVPRNQDWL; Peptron, Daejeon, Korea) in R10 media, in the presence of 5% non-irradiated splenocytes for 2 days. The lymph nodes and spleen were gently disrupted and filtered through a 40 μm nylon cell strainer (Falcon, NY, USA) to make single-cell suspensions. Cells were treated with red blood cell lysis buffer (eBioscience, CA, USA) before use.

To study the characteristics and functions of en-T/ex-T cells in adoptively transferred mice, the mixed cells in tumor-draining (inguinal) lymph nodes and spleen were used if not otherwise specified. For functional analysis, cells were isolated using a separate procedure depending on their purpose. Thy1.1 and CD8 microbeads (positive selection beads; Miltenyi Biotec, Inc., CA, USA) were used for in vitro killing assay (as in Fig. 3d and see Supplementary Fig. 3e). Fluorescence-activated cell sorting (FACSAria, BD Biosciences, NJ, USA) was performed for TCR clonotyping and microarray analyses (as in Figs. 3e and 4b, and see Supplementary Fig. 3f). To isolate IL-18Rα^hi^-enriched en-T cells for TCR clonotyping and bulk RNA sequencing (as in Fig. 4e, f), Thy1.1^−^ CD8^+^ T cells were isolated from lymphoid tissues of mice with a CD8 isolation kit (negative selection; Miltenyi Biotec, Inc., CA, USA) and Thy1.1 microbeads. Then, the IL-18Rα^hi^-enriched cells were positively selected with phycoerythrin (PE)-labeled IL-18Rα antibody (eBioscience, CA, USA), PE microbeads (Miltenyi Biotec, Inc., CA, USA), and LS columns (positive selection; Miltenyi Biotec, Inc., CA, USA). The en-T cells that passed through the column were collected and used as a control for comparison with IL-18Rα^hi^-enriched en-T cells (Supplementary Fig. 3g). For adoptive transfer of IL-18Rα^hi^ en-T cells (as in Fig. 5b, c), Thy1.1^−^ CD8^+^ T cells were isolated using a CD8 isolation kit (negative selection) and Thy1.1 microbeads. Then, the IL-18Rα^hi^ cells were positively selected with PE-labeled IL-18Rα antibody, PE microbeads, and LS columns (Supplementary Fig. 3h). Fluorescence-activated cell sorting (FACSMelody, BD Biosciences, NJ, USA) was performed (Supplementary Fig. 3i) for assaying in vitro cytokine secretion (as in Fig. 5f). For adoptive transfer of IL-18Rα^hi^ and IL-18Rα^low/mid^ ex-T cells (as in Fig. 5g, h), Thy1.1^+^ CD8^+^ T cells were isolated via negative selection using a CD8 isolation kit (negative selection) and Thy1.2 microbeads (Miltenyi Biotec, Inc., CA, USA). IL-18Rα^hi^ and IL-18Rα^low/mid^ cells were separated using PE-labeled IL-18Rα antibody, PE microbeads, and LS columns (Supplementary Fig. 3j).

Tumor tissue-derived cells were prepared using a tumor dissociation kit (Miltenyi Biotec, Inc., CA, USA) according to the manufacturer’s instructions. Briefly, tumor tissues collected from mice were cut into small pieces and transferred to gentleMACS C tubes containing an enzyme mix. The mixture was processed using a gentleMACS dissociator (Miltenyi Biotec, Inc., CA, USA) and filtered through a 40 μm nylon cell strainer to obtain single-cell suspensions.

### Adoptive transfer models

The adoptive transfer experiment was conducted throughout this study. On day 0, C57BL/6, *Rag1* KO, *Il18r1* KO, or *Foxp3*^*DTR*^ mice were intradermally injected with 2 × 10^5^ B16-F10 cells. Alternatively, for analyzing tumor tissue (Fig. 3f–i), mice were intradermally injected with 2 × 10^6^ B16-F10 cells to establish analyzable tumor volume in all experimental groups. On the day of the injection, B16-F10 cells that showed 90% confluence and >80% viability (checked using ADAM-MC2 [NanoEnTek, Seoul, Korea]) were used. On day 3, preconditioning lymphodepletion was induced via intraperitoneal injection of 300 mg/kg CTX (Baxter Oncology GmbH, Halle/Westfalen, Germany). On day 5, mice received intravenous injections of CD8^+^ T cells via the lateral tail vein. In addition, starting on day 5, recombinant human IL-2 (10,000 IU; Novartis, Basel, Switzerland) was intraperitoneally injected daily for 3 days. Starting from day 10, anti-CD4 post conditioning involved weekly intraperitoneal injections of 200 μg anti-mouse CD4 monoclonal antibody (clone: GK1.5; BioXCell, NH, USA) for up to 5 weeks. To block MHC I–TCR interaction, 250 μg anti-mouse MHC class I (H-2) antibody (clone:M1/42.3.9.8; BioXCell) was administered every 3 days until the entire duration of the experiment. To inhibit IL-18 signaling, 200 μg anti-mouse IL-18 monoclonal antibody (clone: YIGIF74-1G7; BioXCell) was intraperitoneally administered thrice a week from day 4 until the entire duration of the experiment. Treg depletion was performed by injecting *Foxp3*^*DTR*^ mice 10 μg/kg DT (Sigma–Aldrich, MO, USA) intraperitoneally for every 2 days from day 10 until the entire duration of the experiment. For increasing IL-7 signaling, non-lytic IL-7-Fc (1 μg; Adipogen, CA, USA) was daily injected intraperitoneally for 5 days until day 10.

For secondary adoptive transfer, en-T or ex-T cells collected from the first-recipient mice (C57BL/6 mice that experienced the general CTX^pre^/ACT/CD4^post^ regimen as in Fig. 4d) were adoptively transferred to the second-recipient mice. To compare the anti-tumor effect of en-T and IL-18Rα^hi^ en-T cells (Fig. 5b), the second-recipient *Rag1* KO mice were intradermally injected with 2 × 10^5^ B16-F10 cells on day 0, followed by intraperitoneal injection of 300 mg/kg CTX on day 3. On day 5, 1 × 10^6^ en-T or IL-18Rα^hi^ en-T cells that were isolated from the first-recipient mice (as in Supplementary Fig. 3h) were transferred to B16-F10-bearing *Rag1* KO mice. Recombinant human IL-2 (10,000 IU) was intraperitoneally injected daily from day 5 to 7. To compare the anti-tumor effect of IL-18Rα^hi^ and IL-18Rα^low/mid^ ex-T cells (Fig. 5g), the second-recipient C57BL/6 or *Il18r1* KO mice were intradermally injected with 2 × 10^5^ B16-F10 cells on day 0, followed by an intraperitoneal injection of 300 mg/kg CTX on day 3. On day 5, 5 × 10^5^ IL-18Rα^hi^ or IL-18Rα^low/mid^ ex-T cells that were isolated from the first-recipient mice (as in Supplementary Fig. 3j) were transferred to B16-F10-bearing C57BL/6 or *Il18r1* KO mice. Recombinant human IL-2 (10,000 IU) was intraperitoneally injected daily from day 5 to 7.

In vivo CD8^+^ T-cell proliferation was evaluated according to the following procedure (Fig. 2e). On day 0, C57BL/6 mice were intradermally injected with phosphate-buffered saline or 2 × 10^5^ B16-F10 cells. On day 3, lymphodepletion was induced via intraperitoneal injections of 300 mg/kg CTX. Activated Thy1.1^+^ Pmel-1 and unstimulated CD45.1^+^ CD8^+^ T cells were labeled with 10 μM carboxyfluorescein succinimidyl ester and violet fluorescence using a CellTrace CFSE cell proliferation kit (Thermo Fisher Scientific, MA, USA) and a CellTrace Violet cell proliferation kit (Thermo Fisher Scientific, MA, USA), respectively. On day 5, the two cell populations were mixed in 1 : 1 ratio and transferred into B16-F10-bearing C57BL/6 mice (2 × 10^6^ cells per mice). Starting from day 5, IL-2 was intraperitoneally injected daily for 3 days. Starting from day 10, mice were subjected to weekly intraperitoneal injections of 200 μg anti-mouse CD4 antibody. CD8^+^ T-cell proliferation was analyzed on day 25.

Mice were routinely monitored for tumor growth and survival. Tumor volume was calculated as: 1/2 × length × width × height. Mice with a tumor volume >2500 mm^3^ were killed as per guidelines.

### Flow cytometry

To analyze the expression of general surface markers, single-cell suspensions were incubated with antibody to block the CD16 and CD32 receptors (2.4G2) for 10 min at 4 °C. The cells were then stained either with Fixable Viability Dye eFluor 780 (eBioscience, CA, USA) or Fixable Viability Stain 700 (BD Biosciences, NJ, USA) and then stained with marker-specific antibodies for 30 min at 4 °C in the dark. The stained cells were washed, fixed with 1% paraformaldehyde, and stored at 4 °C in the dark until analysis.

To evaluate intracellular cytokine expression, cells were placed in the well (5 × 10^5^/well) of a 96-well round-bottom plate, treated with a Cell Stimulation Cocktail and Protein Transport Inhibitor Cocktail (Thermo Fisher Scientific, MA, USA), and then incubated for 6 h. Subsequently, the cells were washed and stained with fluorochrome-conjugated antibodies using a Cytofix/Cytoperm Fixation/Permeabilization Solution Kit (BD Biosciences, NJ, USA).

Flow cytometry was performed using FACSVerse and LSRFortessa (BD Biosciences, NJ, USA). The data were analyzed in FlowJo (Tree Star, Inc., OR, USA). All gating strategies and representative data in this study are indicated in Supplementary Figs. 2, 3, and 5. The *t*-distributed stochastic neighbor embedding plugin in FlowJo was used to visualize multi-color flow cytometry data set (Fig. 4g). The data set was analyzed after concatenation of the same number of en-T cells from each experimental group. The fluorochrome-labeled antibodies used in this study are listed in Supplementary Table 1.

### In vitro functional assays

To evaluate tumor reactivity (as in Figs. 3c), 1 × 10^6^ lymphocytes were added to a 48-well plate and cultured in the absence or presence of 1 × 10^5^ B16-F10 cells for 16 h. After incubation, the cells were stained with fluorochrome-conjugated anti-CD25, anti-CD8, and anti-Thy1.1 antibodies before analysis.

The in vitro killing assay (Fig. 3d) began with the seeding of 1 × 10^4^ B16-F10 cells in 96-well clear-bottom black plates. After 2 days, the B16-F10 cell count per well was determined by calculating the average cell number of three representative wells. The en-T cells and seeded B16-F10 cells were co-cultured at ratios of 1 : 3, 1 : 1, 3 : 1, 9 : 1, or 27 : 1 for 18 h. The extent of B16-F10 cell death was measured using a CytoTox-Glo cytotoxicity assay kit (Promega, WI, USA) and TECAN infinite PRO 200 (Tecan Group, Männedorf, Switzerland). The killing efficacy of en-T cells was calculated as follows: (cytotoxicity signal in sample well − background cytotoxicity signal)/maximum cytotoxicity signal). Background and maximum signals were measured in wells containing B16-F10 cells alone and in wells with digitonin-treated B16-F10 cells, respectively.

To analyze in vitro cytokine secretion (as in Fig. 5f), the isolated IL-18Rα^hi^ and IL-18Rα^low/mid^ ex-T cells (1 × 10^4^/well) were added to a 96-well plate and co-cultured with C57BL/6-derived splenocytes (1 × 10^4^/well) for 4 h. Depending on the assay groups, splenocytes that were unpulsed or pulsed with 5 μg/mL human gp100_25–33_ peptide for 1 h were used. For IL-18 treatment group, 30 ng/mL recombinant mouse IL-18 (BioLegend, CA, USA) was applied during the co-culture. After incubation, the cell culture media was analyzed using a CBA mouse Th1/Th2/Th17 cytokine kit (BD Biosciences, NJ, USA) and flow cytometry.

### TCR analysis

Total RNA of lymphocytes (1 ~ 5 × 10^6^) was extracted using the RNeasy Plus mini kit (Qiagen, Hilden, Germany). To generate the TCR-sequencing library, 100 ng RNA per sample was reverse transcribed and amplified using nested PCR with a SMARTer mouse TCR a/b profiling kit (Takara Bio, CA, USA). Illumina-specific adaptor sequences were incorporated during amplification. The TCR-sequencing library was size-selected and purified using AMPure XP beads (Beckman Coulter, IN, USA). Final libraries were validated using Agilent 2100 Bioanalyzer and a DNA 1000 kit (Agilent, CA, USA) before sequencing in an Illumina MiSeq sequencer with paired-end, 2 × 300 base pair reads (Illumina, CA, USA). Adapter sequences were removed from raw data using Scythe (v0.994) and Sickle. Sequences were cleaned by excluding reads shorter than 36 base pairs. The processed data were then aligned in MiXCR (https://mixcr.readthedocs.io). Aligned TCRα/β sequences were extracted using VDJtools (https://vdjtools-doc.readthedocs.io). The raw TCR read ranged as follows: α-chain, 380,844–638,615 (Fig. 3e); β-chain, 762,389–1,028,175 (Fig. 3e); α-chain, 222,916–499,238 (Fig. 4e); and β-chain, 335,371–736,419 (Fig. 4e). 

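The precision that a library's depth gives to evenness was measured by drawing 5000 of the 10000 deposited reads of each mouse in Fig. 3e, without replacement, 100 times. The SD of α-chain evenness over the draws was between 0.000494 and 0.00128 per mouse, and that of the β-chain was between 0.000374 and 0.00130. In CTX pre/CD4 post replicate 2, the SD was 0.000564 (α-chain) and 0.000573 (β-chain), larger than its distance to the nearest CTX pre mouse in either chain. All CTX pre/CD4 post mice were below all CTX pre mice in 27 of the 100 draws for the α-chain and in 31 for the β-chain. The order of these 2 mice was reversed on average, at 0.9870 against 0.9866 in the α-chain and 0.9882 against 0.9879 in the β-chain. Averaged over the draws, evenness rose at this lower depth, to 0.988 ± 0.000772 (SD, n = 3 mice) in the CTX pre group and 0.968 ± 0.0174 (SD, n = 5 mice) in the CTX pre/CD4 post group for the α-chain, with p = 0.0714 for either chain by the exact two-sided Mann–Whitney *U*-test.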

All TCR reads were down-sampled to 10,000 reads per sample and used for computing TCR diversity with the CalcDiversityStats routine. Evenness of TCR diversity was determined using the normalized Shannon–Wiener index.

### Gene expression analysis

For microarray analysis (Fig. 4b), total RNA was extracted from endogenous Thy1.1^−^CD8^+^ T cells pooled from five ACT-treated mice using Trizol reagent (Invitrogen, CA, USA). RNA purity and integrity were evaluated using a ND-1000 spectrophotometer (NanoDrop, Wilmington, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), respectively. The Affymetrix Whole Transcript Expression array was used following the manufacturer’s protocol (GeneChip Whole Transcript PLUS reagent kit). cDNA was synthesized following the manufacturer’s protocol using the GeneChip Whole Transcript Amplification kit. The sense cDNA was then fragmented and biotin-labeled with terminal deoxynucleotidyl transferase using a GeneChip Whole Transcript Terminal Labeling kit. Approximately 5.5 μg labeled DNA was hybridized to the Affymetrix GeneChip Clariom S mouse array for 16 h at 45 °C. The hybridized arrays were washed and stained on a GeneChip Fluidics Station 450 and then scanned with a GCS3000 Scanner (Affymetrix). Array data export processing and analysis was performed using Affymetrix GeneChip Command Console Software. Data were normalized with a robust multi-average method in Affymetrix Power Tools.

For whole transcriptome analysis (Fig. 4f), total RNA was extracted from IL-18Rα^hi^-enriched endogenous CD8^+^ T cells and the residual cell population using Trizol reagent. RNA purity and integrity were evaluated using a ND-1000 spectrophotometer and Agilent 2100 Bioanalyzer, respectively. cDNA libraries were prepared for 150 bp paired-end sequencing using TruSeq Stranded mRNA sample preparation kit (Illumina, CA, USA). In brief, the mRNA molecules were purified and fragmented from 1 μg total RNA using oligo (dT) magnetic beads. The fragmented mRNAs were synthesized as single-stranded cDNAs using random hexamer primers. Double-stranded cDNA was prepared using this as a template for second-strand synthesis. After sequential end repair, A-tailing, and adapter ligation, the cDNA libraries were amplified via PCR. The quality of these cDNA libraries was evaluated using the Agilent 2100 BioAnalyzer (Agilent, CA, USA) and they were quantified using the KAPA library quantification kit (Kapa Biosystems, MA, USA) according to the manufacturer’s protocol. Following cluster amplification of denatured templates, paired-end (2 × 150 bp) sequencing was performed using Illumina NovaSeq 6000 sequencer (Illumina, CA, USA). Low-quality reads were filtered according to the following criteria: reads containing >10% of skipped bases (marked as ‘N’s), reads containing >40% of bases whose quality scores were <20, and reads with average quality score <20. The whole filtering process was performed using the in-house scripts (TheragenEtex BiO Institute, Suwon, Korea). The filtered reads were mapped to the reference genome (mm10) using the aligner TopHat. Gene expression level was determined using Cufflinks v2.1.1. To improve the accuracy of the measurement, multi-read-correction and frag-bias-correct options were applied. All other options were set to default values. Genes fitting the following criteria were listed and visualized using Morpheus (Broad Institute); fragments per kilobase of transcript per million mapped reads (FPKM) ≥ 5 in IL-18Rα^hi^-enriched group, *p*-value < 0.001, *q*-value < 0.001, mean FPKM of IL-18Rα^hi^-enriched group ≥ 3 × mean FPKM of control group, FPKM of each sample in IL-18Rα^hi^-enriched group ≥ mean FPKM of control group + 3 × STD of control group.

For single-cell transcriptome analysis (Fig. 6d–f and Supplementary Fig. 9, immune cells were collected from C57BL/6 mice that experienced the general CTX^pre^/ACT regimen with and without CD4^post^ as in Fig. 4a. The following cell fractions were prepared using the cells from the spleen and tumor-draining lymph nodes: whole lymphoid cells, en-T and ex-T cells (magnetically sorted as in Supplementary Fig. 3e). The CTX^pre^ or CTX^pre^/CD4^post^-experienced lymphoid cells, en-T, and ex-T cells were labeled using a BD mouse immune single-cell multiplexing kit (BD Biosciences, NJ, USA) and subjected to cDNA library construction using the BD Rhapsody system, a BD Rhapsody WTA amplification kit, and a BD Rhapsody cDNA kit (BD Biosciences, NJ, USA). Paired-end (2 × 150 bp) sequencing was performed using the Illumina HiSeq 2500 sequencer (Illumina, CA, USA). Following sequencing, data processing was performed by running the BD Rhapsody Analysis pipelines for sequencing on the Seven Bridges Genomics platform and the raw data were converted into a matrix containing the values of molecules per cell. R version 4.0.3 and batchelor, BiocSingular, edgeR, pheatmap, SingleCellExperiment, scater, scran, and uwot were used to analyze and visualize the matrix.

### Statistics and reproducibility

All statistical data were analyzed in Prism v5.01 GraphPad (CA, USA). Two-tailed unpaired Student’s *t*-test was used to compare cell counts and frequencies. Two-way analysis of variance (ANOVA) and Bonferroni post hoc test were used for the statistical analysis of in vitro killing assay and tumor growth (Fig. 3d and Supplementary Figs. 6c, 7c, and 11b). One-way ANOVA with the Dunnett’s post hoc test were used to compare the effect of variables against control (Fig. 6a, b and Supplementary Fig. 8a–c). Survival rates were compared with log-rank (Mantel–Cox) tests. Mann–Whitney test was used to compare TCR evenness (Figs. 3e and 4e). Spearman’s rank correlation was used to determine correlation. Significance was set at *p* < 0.05.

Experimental data reproduced in at least two independent experiments were used to draw conclusions (with the exception of microarray and next-generation sequencing). The number of repeated experiments is as follows: three times—Figs. 1c–f, 2c, 3b, g–i, 4c, and 5d, and Supplementary Fig. 5b; twice—Figs. 1a, 2b, d, f–j, 3c, d, 4a, e, g, 5a, c, e, f, h, j, k, and 6a–c, h, and Supplementary Figs. 1, 4, 5d, f, 6–8, and 10; once—Figs. 3e, 4b, e, f, and 6d–f, and Supplementary Figs. 9 and 11.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Reporting Summary

Supplementary Data 1

Supplementary Data 2

## Data Availability

The microarray, TCR analysis, bulk, and single-cell RNAseq data generated in this study have been deposited in the GEO database under accession code GSE180291, GSE181280, GSE180439, and GSE180991. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

## Source data

Source Data File

# Supplementary material for: Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18Rαhi CD8+ T cells
**Source:** Nat Commun. 2021 Sep 7;12:5314. doi: 10.1038/s41467-021-25559-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18R<sup>hi</sup> CD8<sup>+</sup> T cells

Kim et al.

## Supplementary Information

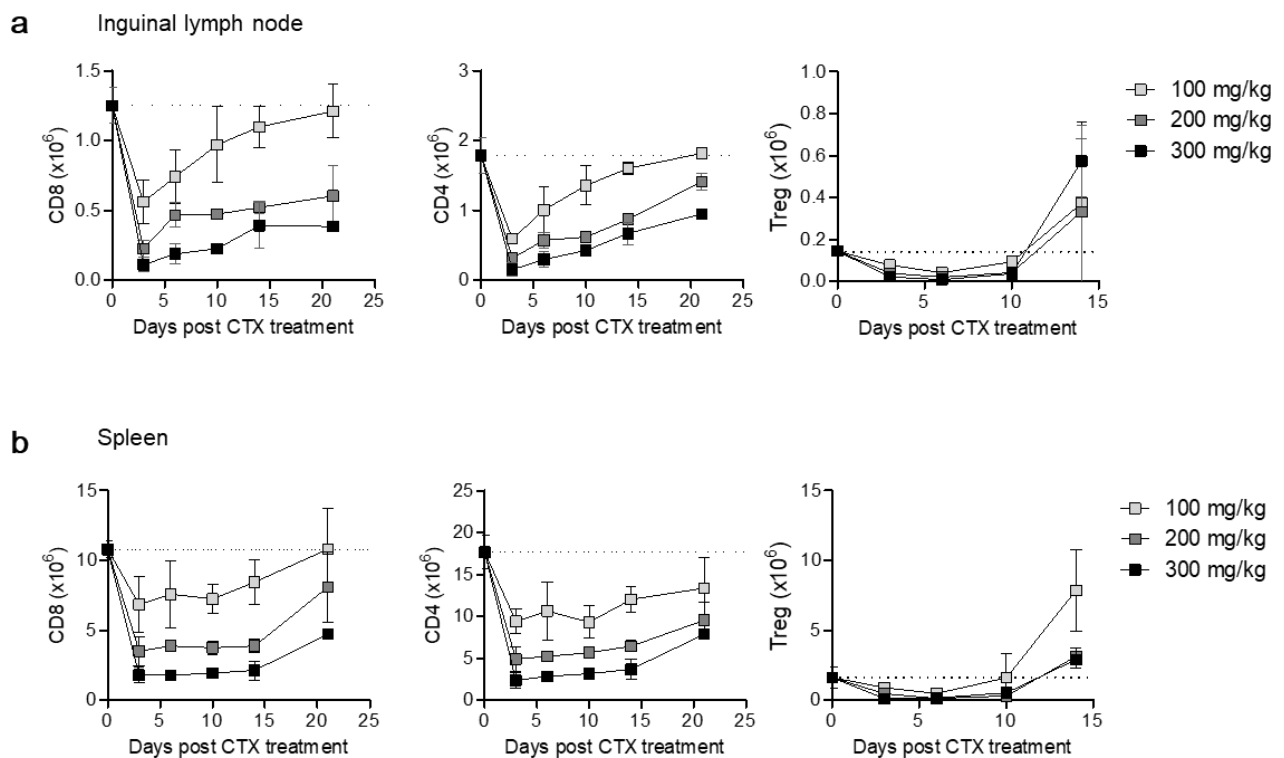

**Supplementary Figure 1.** The number of CD4<sup>+</sup> or CD8<sup>+</sup> cells after cyclophosphamide (CTX) treatment. Numbers of CD8<sup>+</sup> T (left), CD4<sup>+</sup> T (middle), and regulatory T (Treg) cells (right) from inguinal lymph node (**a**) and spleen (**b**) of CTX-treated C57BL/6 mice are shown. Mice were intraperitoneally injected with the indicated doses (mg/kg) of CTX as shown in Fig. 1a. n=3 mice per group. Error bars indicate mean  $\pm$  SD. Source data are provided as a Source Data file.

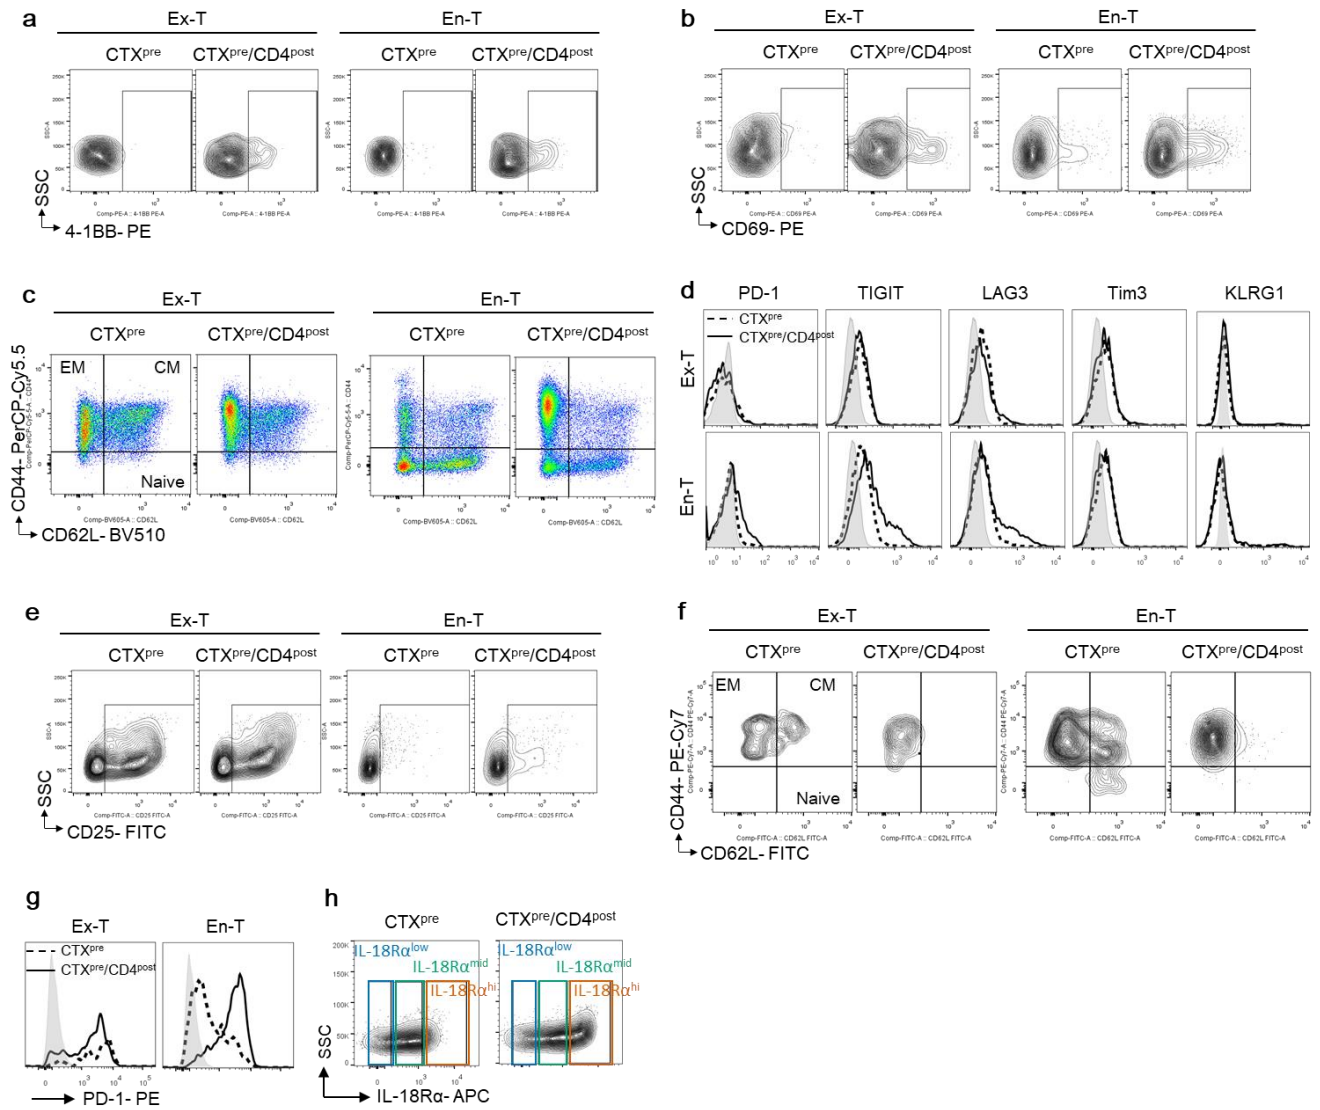

**Supplementary Figure 2.** Phenotypal characteristics of cells that experienced the CTX<sup>pre</sup>/CD4<sup>post</sup> regimen. **(a-d)** Representative flow cytometry images of *ex vivo* primed Thy1.1<sup>+</sup> Pmel-1 CD8<sup>+</sup> T (ex-T) and endogenous CD8<sup>+</sup> T (en-T) cells in lymphoid tissues. 4-1BB **(a)** and CD69 **(b)** expression are shown (Fig. 2b). **(c)** Naïve, EM (effector memory), and CM (central memory) subsets are indicated in the flow cytometry images (Fig. 2c). **(d)** Expression levels of representative inhibitory receptors are shown (Fig. 2d). **(e)** Representative flow cytometry images of CD25 expression (Fig. 3c). **(f, g)** Representative flow cytometry images showing CD44/CD62L **(f)** and PD-1 expression **(g)** in ex-T and en-T cells in tumor tissues (Fig. 3h, i). **(h)** Representative IL-18Rα expression in ex-T cells in lymphoid tissues (Fig. 5d). CTX<sup>pre</sup>, cyclophosphamide pre-conditioning; CD4<sup>post</sup>, anti-CD4 post-conditioning.

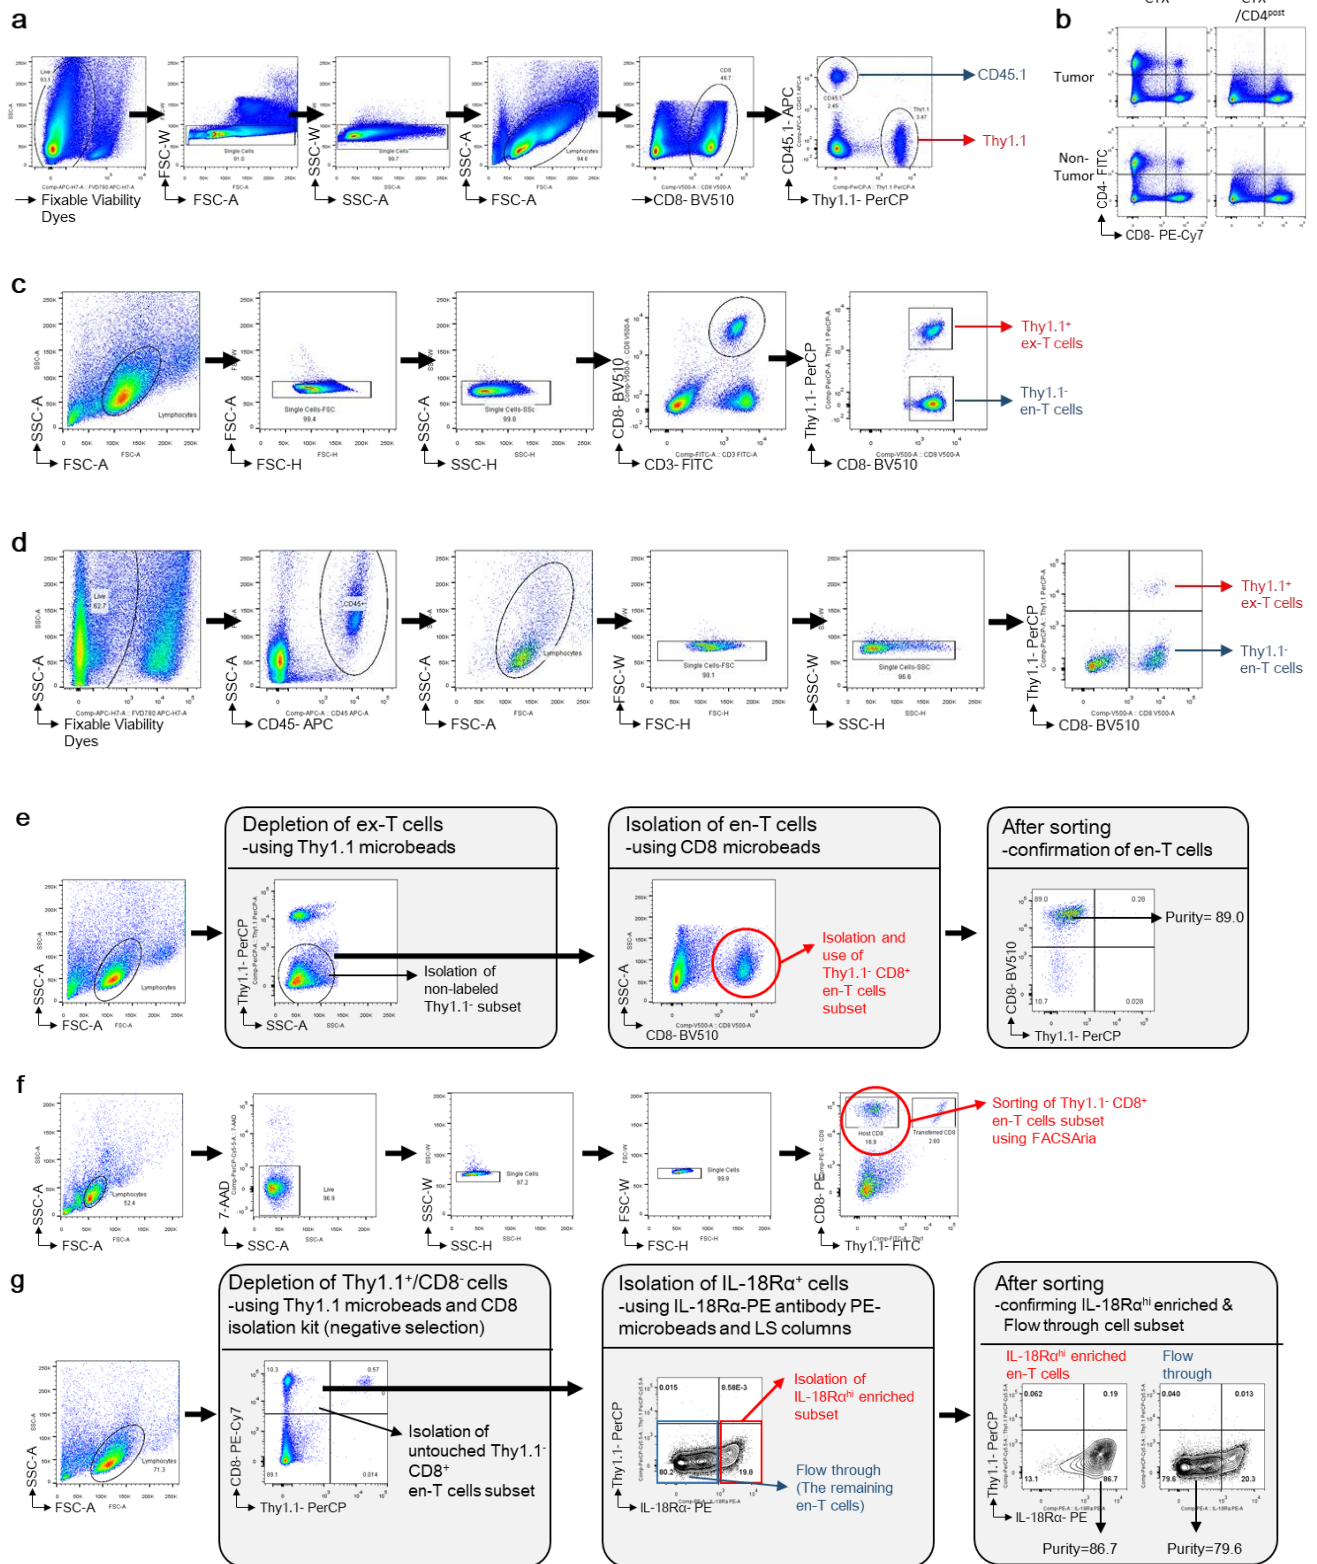

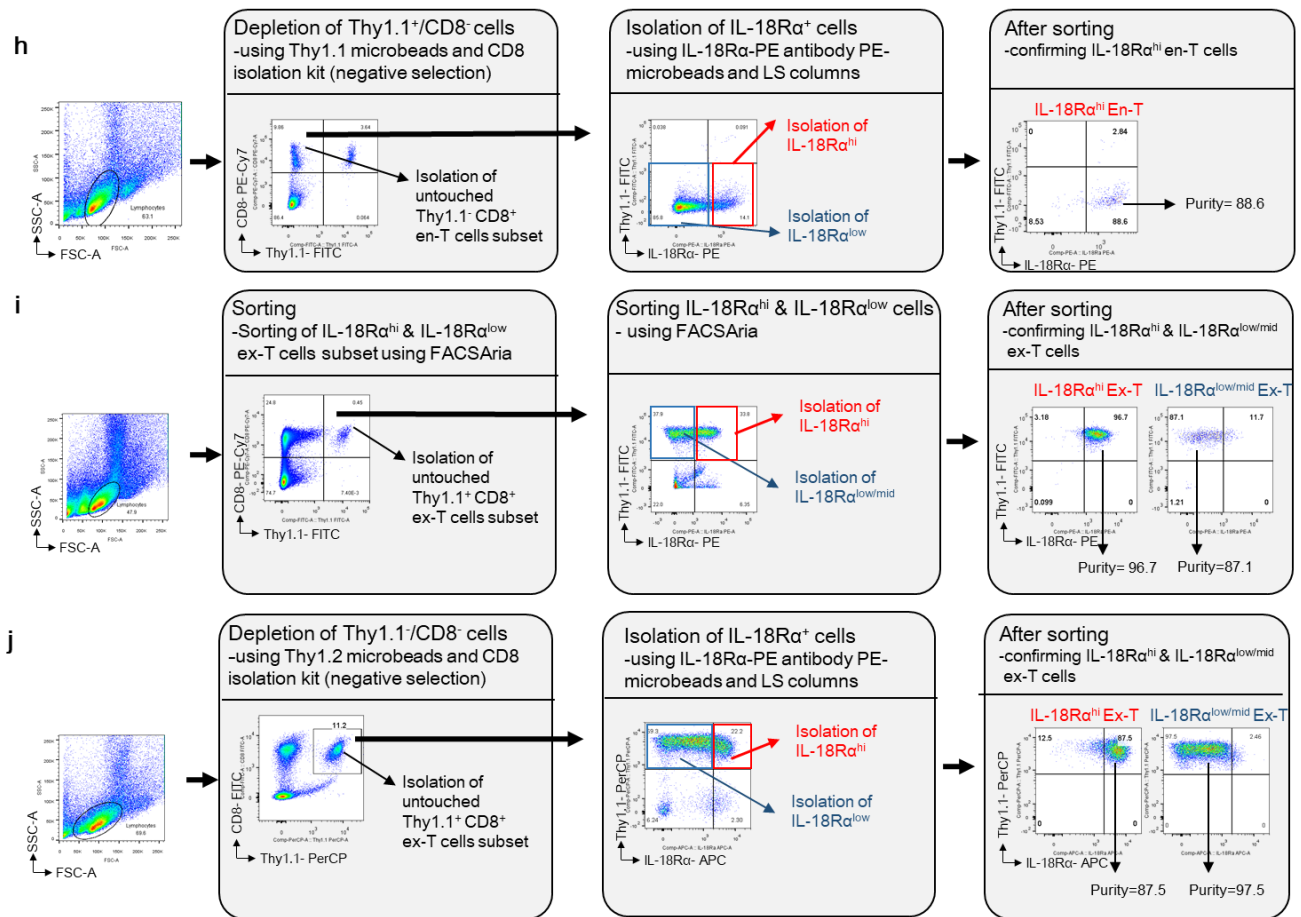

**Supplementary Figure 3.** Gating and sorting strategies for evaluating *ex vivo* primed and endogenous CD8<sup>+</sup> T cells. **(a)** The indicated gating strategy was applied to define *ex vivo* primed Thy1.1<sup>+</sup> Pmel-1 CD8<sup>+</sup> T (ex-T) and endogenous CD8<sup>+</sup> T (en-T) cells in Fig. 2e-j and Supplementary Fig. 4. Viable CD8<sup>+</sup> T cells were defined as viability dye-negative and CD8-positive subset. Cells were partitioned into Thy1.1<sup>+</sup> Pmel-1 CD8<sup>+</sup> T cells (served as ex-T) and CD45.1<sup>+</sup> CD8<sup>+</sup> T cell (served as en-T) subsets using Thy1.1- and CD45.1-specific antibodies. **(b)** Representative staining of CD4<sup>+</sup> and CD8<sup>+</sup> T cells in the inguinal lymph nodes of the mice shown in Fig. 2e-j. **(c)** The indicated gating strategy was applied to define ex-T and en-T cells in lymphoid tissues (Figs. 2-6). **(d)** The indicated gating strategy was applied to define ex-T and en-T cells in tumor tissues (Fig. 3f-i). **(e-j)** Cell sorting strategy to separate the indicated en-T or ex-T cell subsets. **(e)** Microbead-based sorting was performed to isolate en-T cells in Fig. 3d. **(f)** FACS-based sorting was performed to isolate en-T cells in Figs. 3e and 4b. **(g)** Microbead-based sorting was performed to enrich IL-18Rα<sup>hi</sup> en-T cells in Fig. 4d-f. **(h)** Microbead-based sorting was performed to enrich IL-18Rα<sup>hi</sup> en-T cells in Fig. 5b, c. **(i)** FACS-based sorting was performed to isolate IL-18Rα<sup>hi</sup> and IL-18Rα<sup>low/mid</sup> ex-T cells in Fig. 5f. **(j)** Microbead-based sorting was performed to separate IL-18Rα<sup>hi</sup> ex-T cells and IL-18Rα<sup>low/mid</sup> ex-T cells in Fig. 5g, h. The purity was determined by calculating the ratio of the desired cell fraction among the parent population.

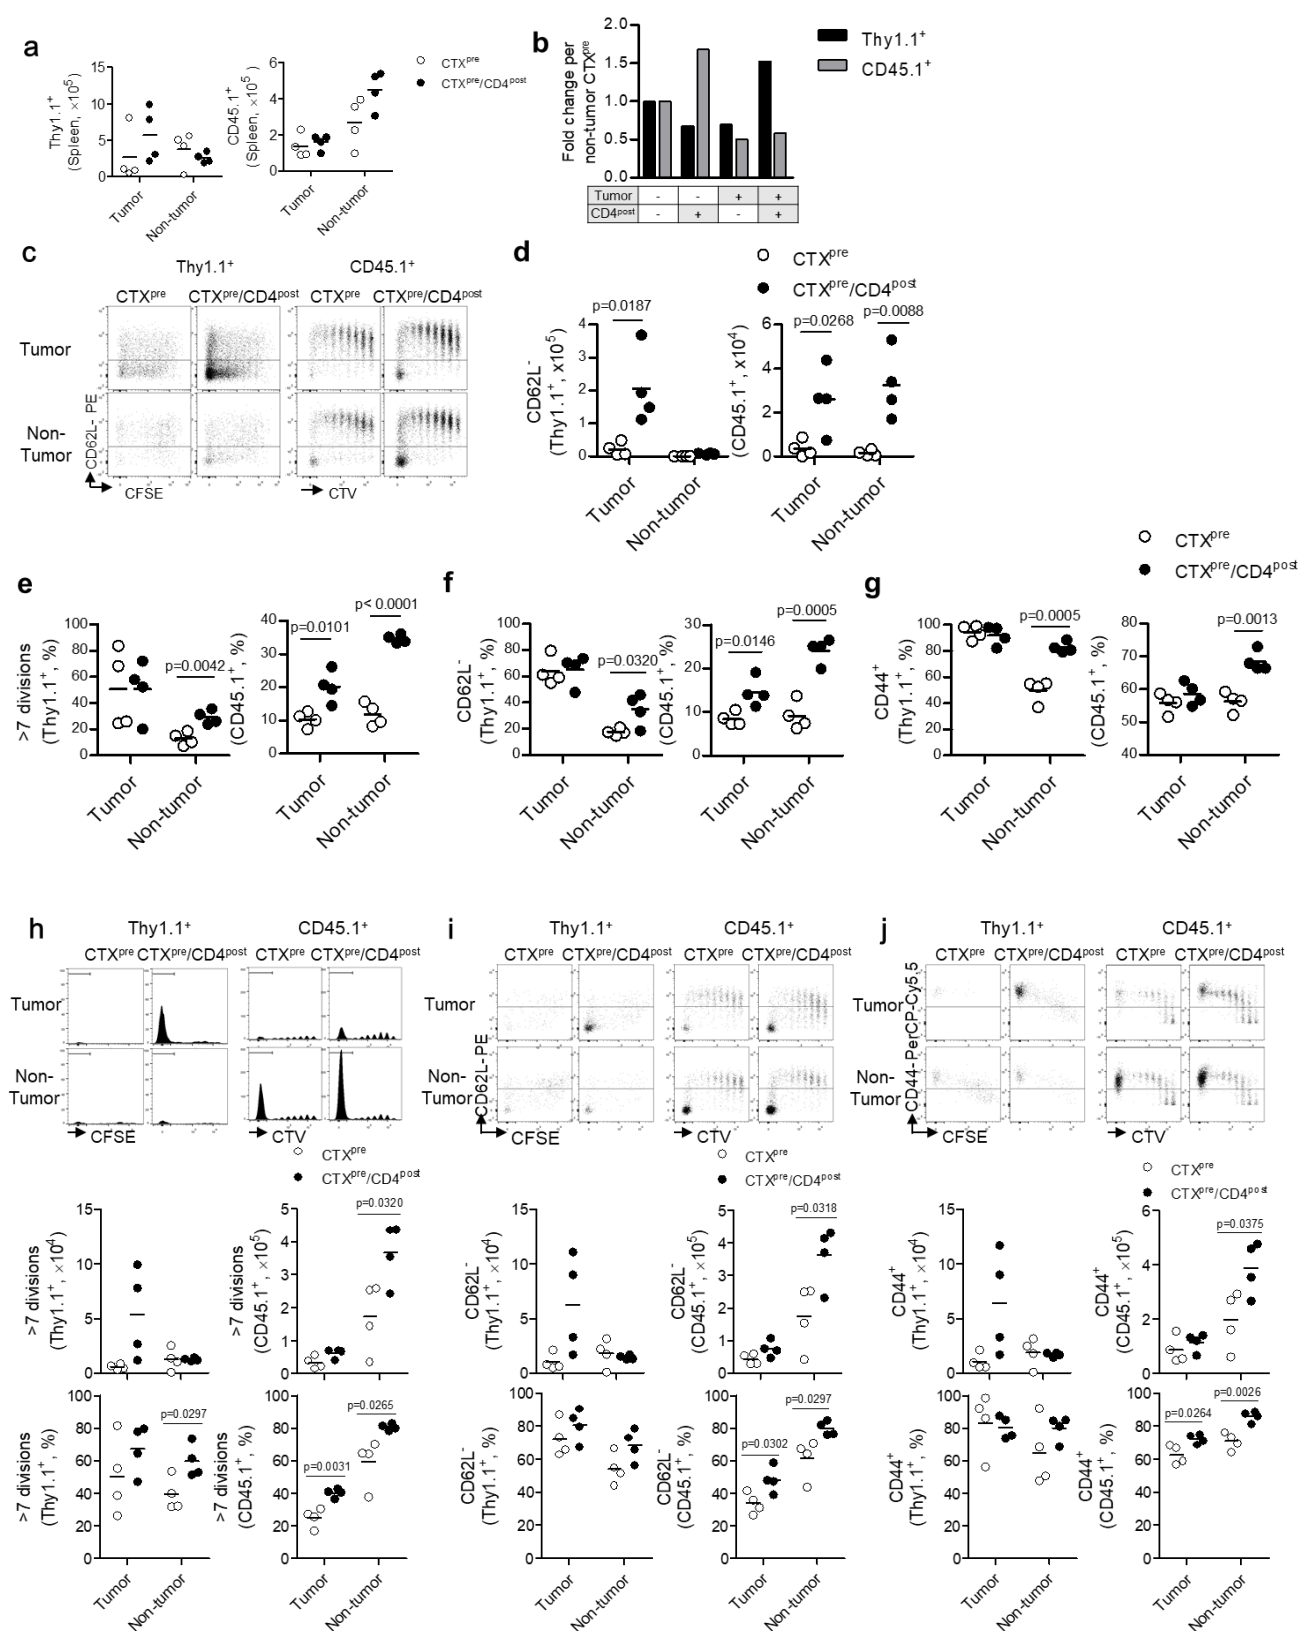

**Supplementary Figure 4.** Analysis of CD8<sup>+</sup> T cell proliferation and differentiation in lymphoid tissues following anti-CD4 post-conditioning. Evaluation of the proliferation of *ex vivo* primed Thy1.1<sup>+</sup> Pmel-1 CD8<sup>+</sup> T (Thy1.1<sup>+</sup>) cells and

polyclonal CD8<sup>+</sup> T (CD45.1<sup>+</sup>) cells in the presence or absence of tumor antigen as shown in Fig. 2e. **(a)** The numbers of Thy1.1<sup>+</sup> and CD45.1<sup>+</sup> cells in spleen were calculated as in lymph nodes (Fig. 2f). **(b)** The fold-change in cell number in the spleen compared with the average of the non-tumor CTX<sup>pre</sup> group is shown, similar to that in lymph nodes (Fig. 2g). **(c-g)** Supplementary data of lymph node analysis shown in Fig. 2h-j. **(c)** Representative flow cytometry images of Thy1.1<sup>+</sup> and CD45.1<sup>+</sup> cells analyzed for CD62L expression. **(d)** The number of Thy1.1<sup>+</sup> and CD45.1<sup>+</sup> cells without CD62L expression was calculated. **(e-g)** The frequency of Thy1.1<sup>+</sup> and CD45.1<sup>+</sup> cells with indicated cell divisions **(e)** and marker expression **(f, g)** were analyzed. **(h-j)** Analysis of proliferation/differentiation of CD8<sup>+</sup> T cells in the spleen (as analyzed in the inguinal lymph nodes in Fig. 2h-j and Supplementary Fig. 4c-g). n=4 mice per group. Each symbol indicates the calculated value of an individual mouse. Horizontal bars indicate means. Two-tailed unpaired Student's t-test. CTX<sup>pre</sup>, cyclophosphamide pre-conditioning; CD4<sup>post</sup>, anti-CD4 post-conditioning; CFSE, carboxyfluorescein succinimidyl ester; CTV, CellTrace Violet. Source data are provided as a Source Data file.

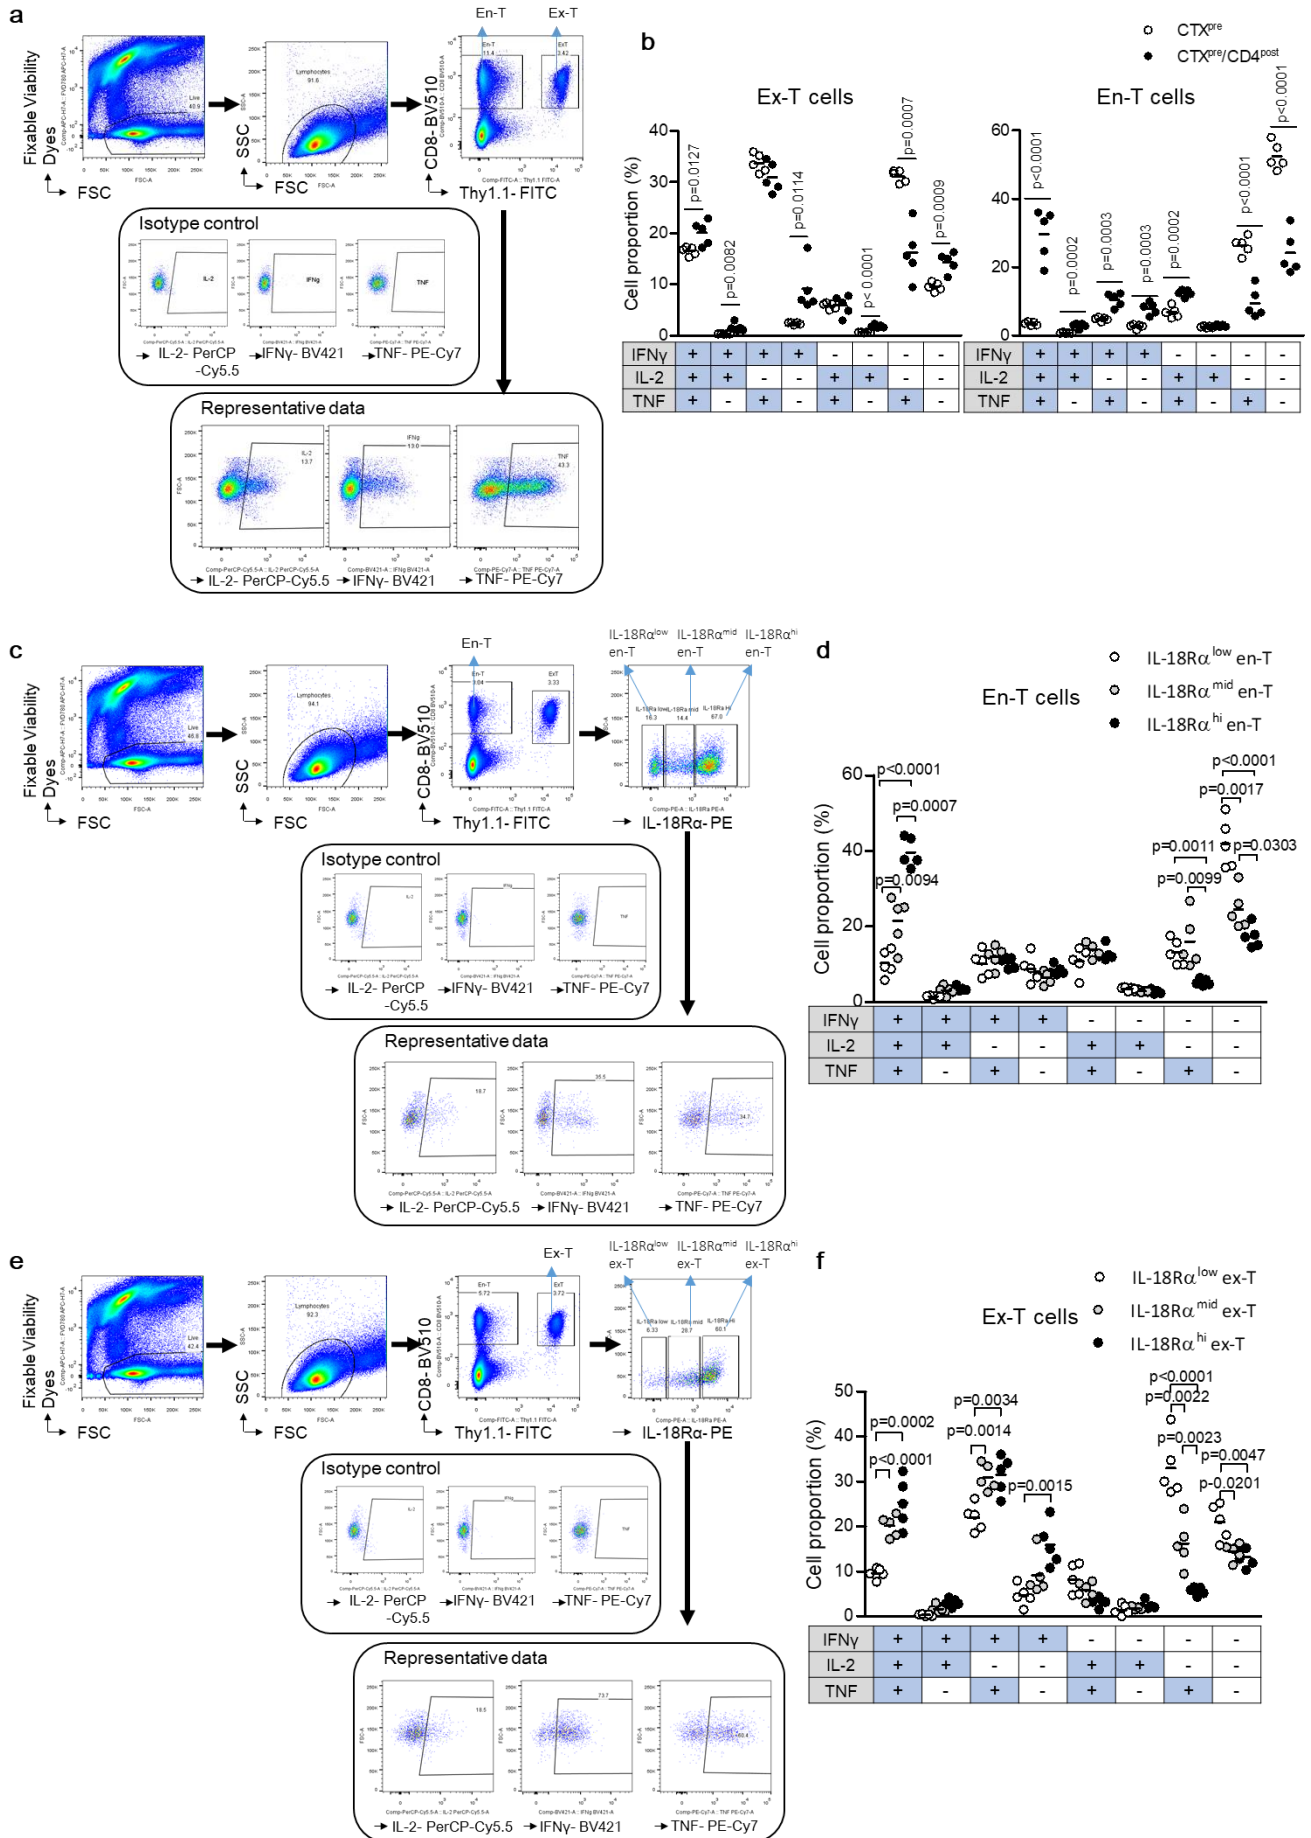

**Supplementary Figure 5.** Analysis of the polyfunctionality of CD8<sup>+</sup> T cells. *Ex vivo* primed tumor-reactive CD8<sup>+</sup> T (ex-T) and endogenous CD8<sup>+</sup> T (en-T) cells isolated from CTX<sup>pre</sup>- or CTX<sup>pre</sup>/CD4<sup>post</sup>-experienced mice were stimulated with the Cell Stimulation Cocktail for 6 h; IL-2, IFN- $\gamma$ , and TNF expression were then determined using intracellular cytokine staining. The polyfunctionality of ex-T/en-T cells (a, b), IL-18R $\alpha$ <sup>hi</sup>/IL-18R $\alpha$ <sup>mid</sup>/IL-18R $\alpha$ <sup>low</sup> en-T cells (c, d), and IL-18R $\alpha$ <sup>hi</sup>/IL-18R $\alpha$ <sup>mid</sup>/IL-18R $\alpha$ <sup>low</sup> ex-T cells (e, f) were evaluated. (a, c, e) Gating strategy for evaluating cytokine expression in ex-T/en-T cells. The IL-2, IFN- $\gamma$ , and TNF expression were determined using isotype control. IL-18R $\alpha$ <sup>hi</sup>/IL-18R $\alpha$ <sup>mid</sup>/IL-18R $\alpha$ <sup>low</sup> en-T cells from CTX<sup>pre</sup>/CD4<sup>post</sup>-experienced mice (c), and IL-18R $\alpha$ <sup>hi</sup>/IL-18R $\alpha$ <sup>mid</sup>/IL-18R $\alpha$ <sup>low</sup> ex-T cells from CTX<sup>pre</sup>/CD4<sup>post</sup>-experienced mice (e) were used. (b, d, f) Results of flow cytometry analyses. Boolean gating was applied to determine the proportion of cells with eight cytokine expression combinations. n=5 biologically independent animals. Error bars indicate means  $\pm$  SD. Two-tailed unpaired Student's t-test. CTX<sup>pre</sup>, cyclophosphamide pre-conditioning; CD4<sup>post</sup>, anti-CD4 post-conditioning. Source data are provided as a Source Data file.

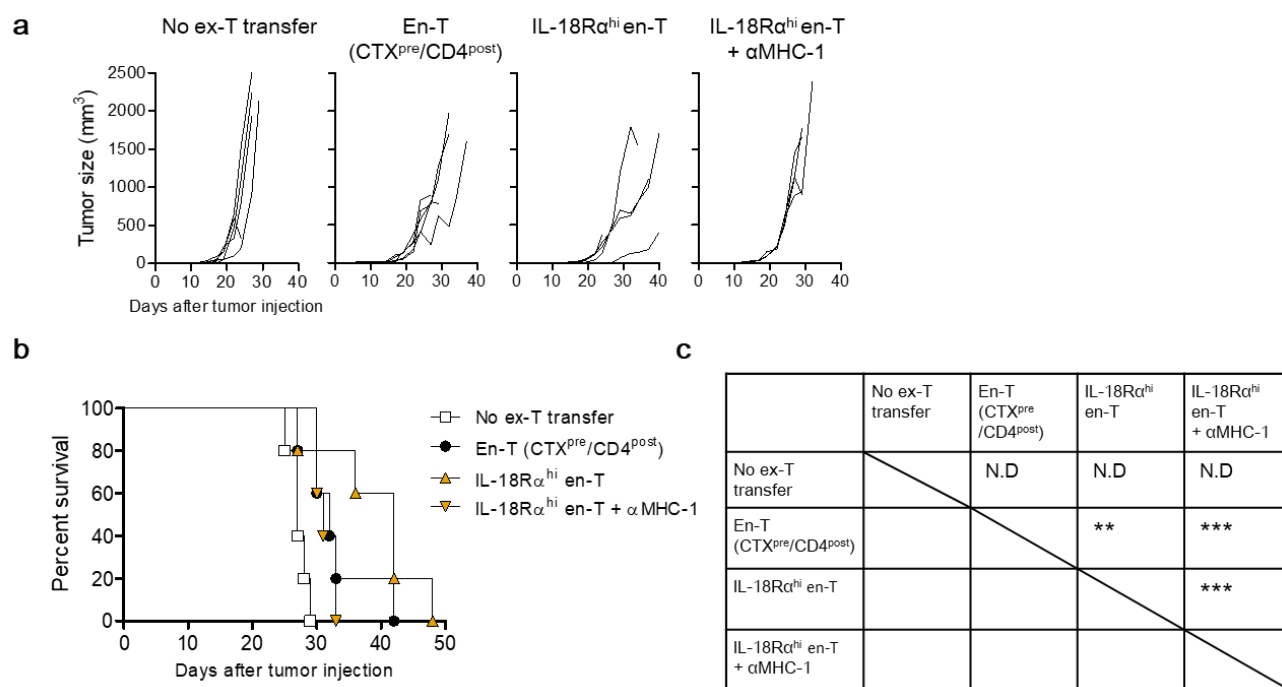

**Supplementary Figure 6.** Anti-tumor effect of IL-18R<sup>hi</sup> endogenous CD8<sup>+</sup> T cells. Endogenous CD8<sup>+</sup> T (en-T) cells ( $1 \times 10^6$ ) from CTX<sup>pre</sup>/CD4<sup>post</sup>-experienced mice were transferred to CTX<sup>pre</sup>-experienced melanoma-bearing *Rag1* knock-out mice (Fig. 5b, c). IL-18R<sup>hi</sup> en-T means magnetically enriched cells as in Supplementary Fig. 3h. **(a)** Tumor growth curves in Fig. 5c were converted into longitudinal changes of an individual mouse. **(b)** Survival rate per group is shown. **(c)** Statistical analysis of short-term (~27 days) tumor suppression was performed using two-way ANOVA with the Bonferroni post hoc test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .  $n = 5$  mice per group. CTX<sup>pre</sup>, cyclophosphamide pre-conditioning; CD4<sup>post</sup>, anti-CD4 post-conditioning; αMHC-1, anti-MHC-1 blocking antibody; N.D, not determined. Source data are provided as a Source Data file.

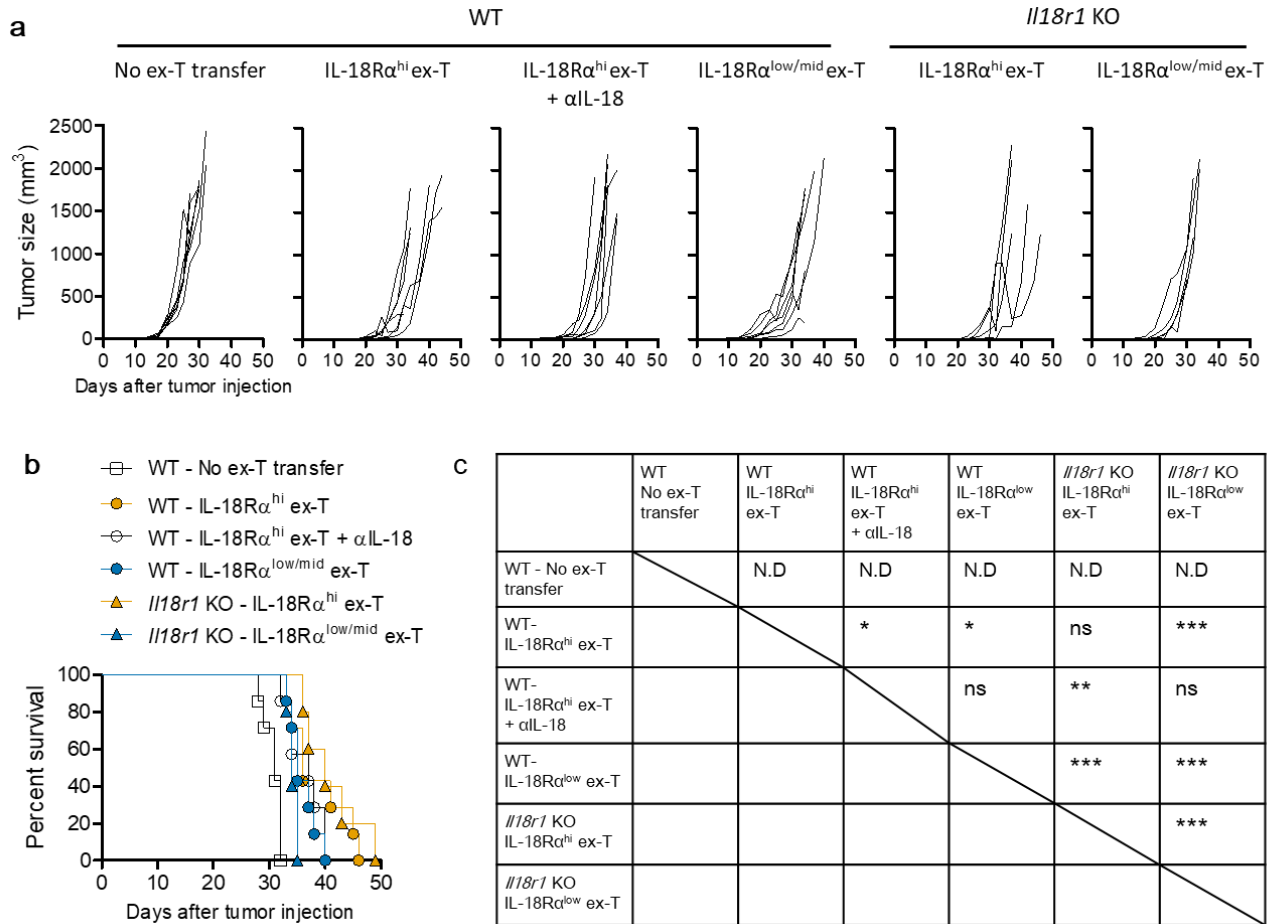

**Supplementary Figure 7.** Evaluation of anti-tumor effect of IL-18R $\alpha^{\text{hi}}$  *ex vivo* primed tumor-reactive CD8 $^{+}$  T cells. *Ex vivo* primed tumor-reactive CD8 $^{+}$  T (ex-T) cells ( $5 \times 10^5$ ) from CTX $^{\text{pre}}$ /CD4 $^{\text{post}}$ -experienced mice were transferred to CTX $^{\text{pre}}$ -experienced melanoma-bearing wild-type (WT) or *Il18r1* knock-out mice (Fig. 5g, h) IL-18R $\alpha^{\text{hi}}$  and IL-18R $\alpha^{\text{low/mid}}$  ex-T cells were magnetically sorted as in Supplementary Fig. 3j. **(a)** Tumor growth curves in Fig. 5h were converted into longitudinal changes of an individual mouse. **(b)** Survival rate per group is shown. **(c)** Statistical analysis of short-term (~32 days) tumor suppression was performed using two-way ANOVA with the Bonferroni post hoc test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . WT groups,  $n = 7$  mice/group; *Il18r1* knock-out groups,  $n = 5$  mice/group. CTX $^{\text{pre}}$ , cyclophosphamide pre-conditioning; CD4 $^{\text{post}}$ , anti-CD4 post-conditioning;  $\alpha$ IL-18, IL-18 neutralizing antibody; N.D, not determined. Source data are provided as a Source Data file.

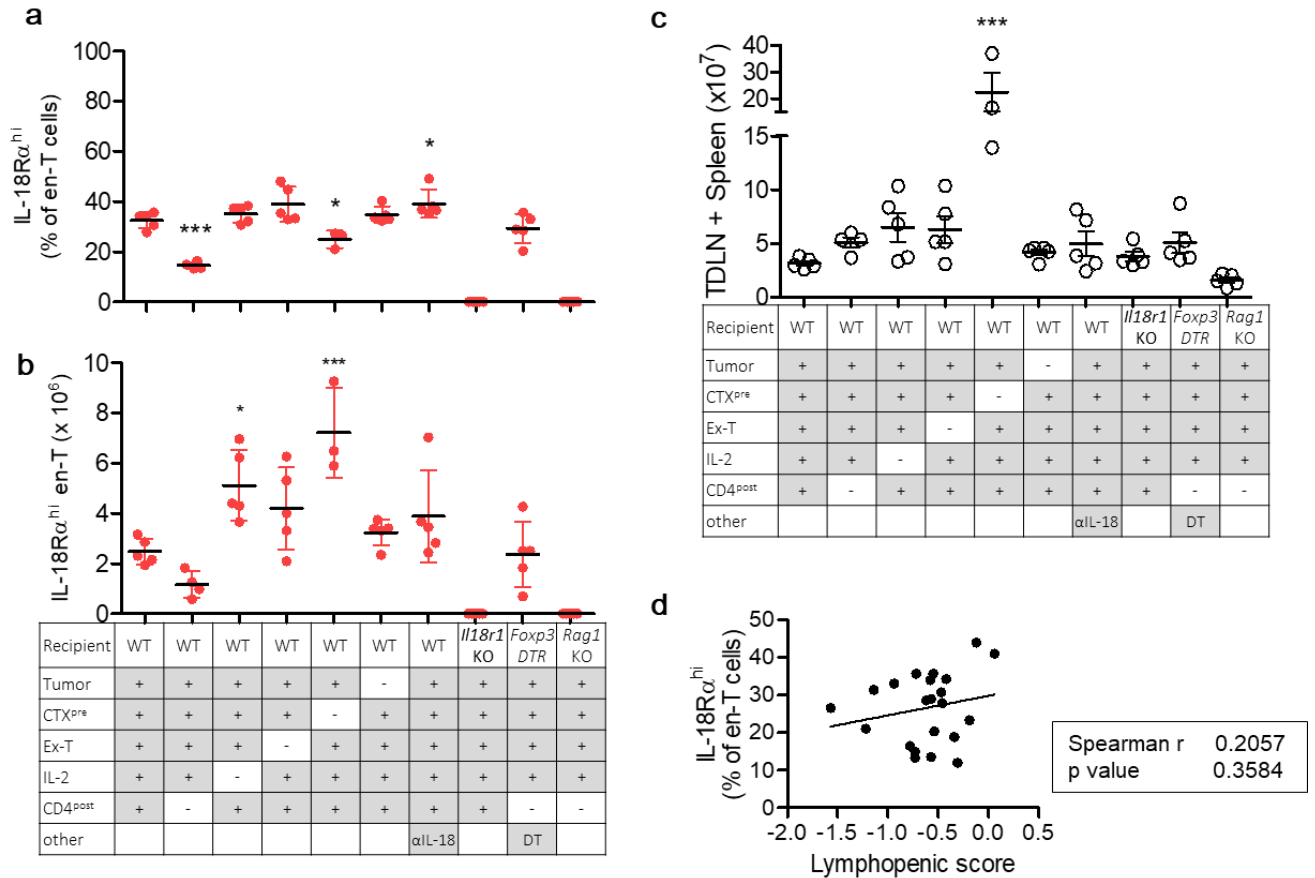

**Supplementary Figure 8.** Effect of various factors on expansion of IL-18R $\alpha^{\text{hi}}$  CD8 $^{+}$  T cells. The treatment with full regimen (as in Fig. 4a) or a modified regimen that lacks each variable was applied to mice ( $n=5$  mice per group) as in Fig. 6a, b. On days 25, the ratio (**a**) and the number (**b**) of IL-18R $\alpha^{\text{hi}}$  endogenous CD8 $^{+}$  T (en-T) cells in lymphoid tissues were analyzed. (**c**) The absolute count of cells in inguinal lymphoid nodes and spleen is shown. (**d**) The correlation between lymphopenic score (represented as  $-\log$  [total cell count in spleen and tumor-draining lymph nodes]) and the proportion of IL-18R $\alpha^{\text{hi}}$  en-T cells was shown. Each symbol indicates the calculated value of an individual mouse. Error bars indicate means  $\pm$  SD. \*,  $p<0.05$ ; \*\*\*,  $p<0.001$ ; one-way ANOVA with the Dunnett's post hoc test (**a-c**; the 1st group was the control) and two-tailed Spearman's rank correlation (**d**) were used to determine statistical significance. Ex-T, *ex-vivo* primed melanoma-reactive CD8 $^{+}$  T cells; CTX<sup>pre</sup>, cyclophosphamide pre-conditioning; CD4<sup>post</sup>, anti-CD4 post-conditioning;  $\alpha$ IL-18, IL-18 neutralizing antibody; DT, diphtheria toxin; WT, wild-type mice; TDLN, tumor-draining lymph node. Source data are provided as a Source Data file.

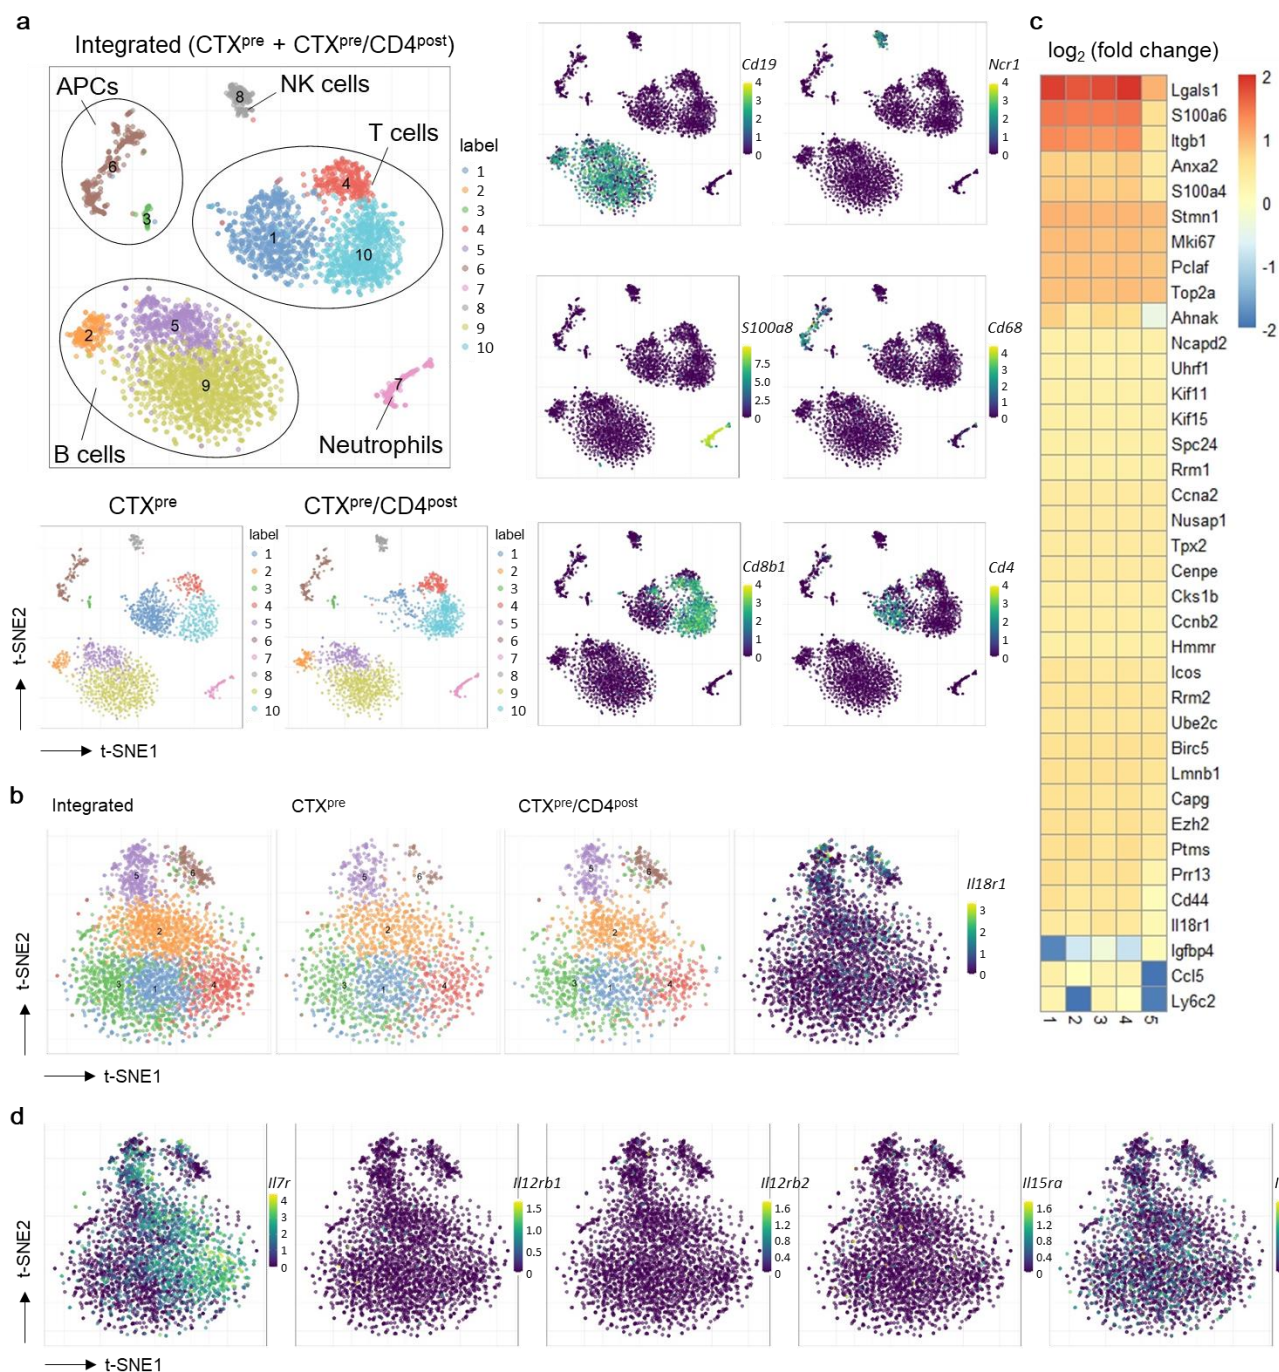

conditioning; APCs, antigen-presenting cells; NK cells, natural killer cells. Cells from four mice of each group were pooled and analyzed.

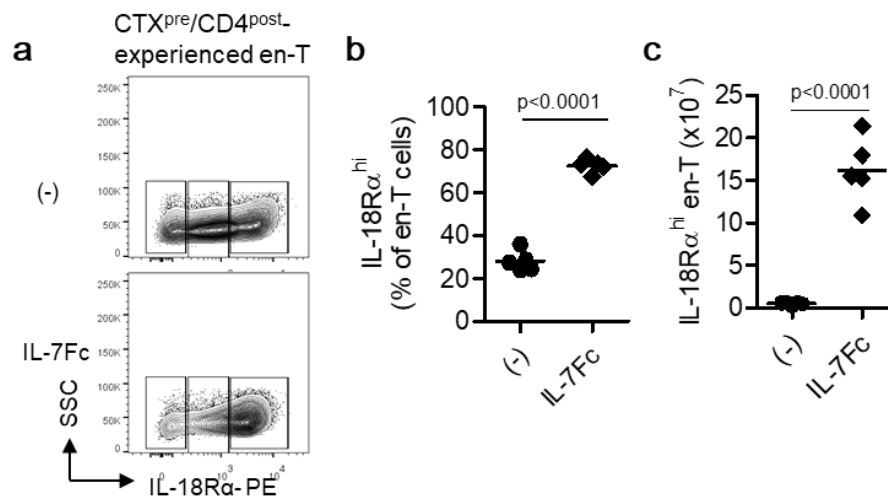

**Supplementary Figure 10.** Effect of IL-7 signaling on expansion of IL-18Rα<sup>hi</sup> endogenous CD8<sup>+</sup> T cells. The experiment was performed as in Fig. 6g. Representative data (**a**), the ratio (**b**) and the number (**c**) of IL-18Rα<sup>hi</sup> endogenous CD8<sup>+</sup> T (en-T) cells are shown. n=5 mice per group. Each symbol indicates the calculated value of an individual mouse. Horizontal bars indicate means. Two-tailed unpaired Student's t-test. IL-7Fc, nonlytic Fc-fused IL-7; CTX<sup>pre</sup>, cyclophosphamide pre-conditioning; CD4<sup>post</sup>, anti-CD4 post-conditioning. Source data are provided as a Source Data file.

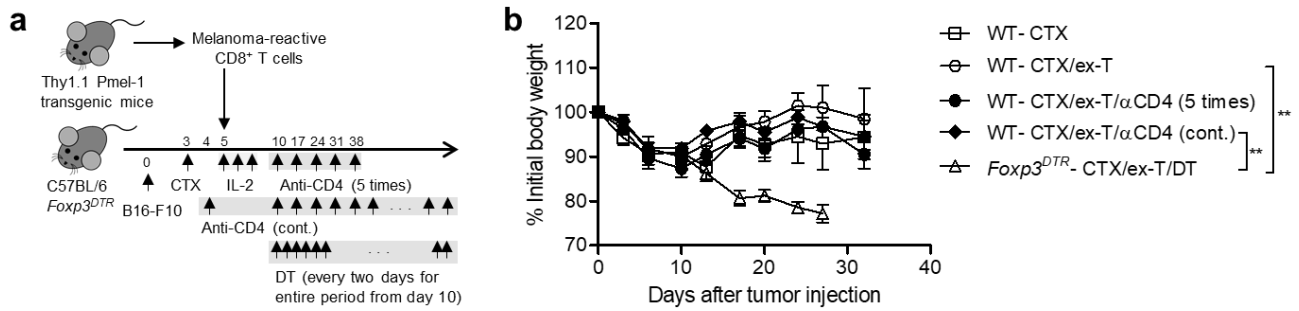

**Supplementary Figure 11.** Removal of Foxp3<sup>+</sup> regulatory T cells leads to weight loss. **(a)** Schematic of the experiment. C57BL/6 or *Foxp3<sup>DTR</sup>* mice inoculated with  $2 \times 10^5$  B16-F10 melanoma were pre-conditioned with cyclophosphamide (CTX) and infused with  $2 \times 10^6$  *ex vivo* primed Thy1.1<sup>+</sup> Pmel-1 CD8<sup>+</sup> T (ex-T) cells. Mice with anti-CD4 post-conditioning ( $\alpha$ CD4) were treated every week with anti-CD4 antibody from day 10 for 5 weeks (5 times) or continually (cont.). *Foxp3<sup>DTR</sup>* mice were treated with diphtheria toxin (DT) every two days for the entire period from day 10. **(b)** Longitudinal change of body weight against starting weight of each individual is shown. Error bars indicate means  $\pm$  SEM; n=5 mice per group. \*\*, p<0.01; two-way ANOVA with the Bonferroni post hoc test. Source data are provided as a Source Data file.

### Antibodies for flow cytometry

| Specificity      | Reactivity | Conjugation | Clone     | Manufacturer   | Cat #      | Dilution |
|------------------|------------|-------------|-----------|----------------|------------|----------|
| CD3              | Mouse      | APC-Cy7     | 145-2C11  | BioLegend      | 100329     | 1:200    |
| CD4              | Mouse      | FITC        | RM4-4     | eBioscience    | 11-0043-82 | 1:200    |
| CD4              | Mouse      | BUV395      | RM4-4     | BD Biosciences | 740208     | 1:200    |
| CD8a             | Mouse      | FITC        | 53-6.7    | eBioscience    | 100706     | 1:100    |
| CD8a             | Mouse      | PE          | 53-6.7    | eBioscience    | 100708     | 1:200    |
| CD8a             | Mouse      | APC         | 53-6.7    | eBioscience    | 17-0071-82 | 1:200    |
| CD8a             | Mouse      | PE-Cy7      | 53-6.7    | eBioscience    | 25-0081-82 | 1:200    |
| CD8a             | Mouse      | BV510       | 53-6.7    | BD Biosciences | 563068     | 1:200    |
| CD45             | Mouse      | APC         | 30-F11    | BD Biosciences | 559864     | 1:200    |
| CD90.1 (Thy1.1)  | Mouse      | FITC        | OX-7      | BD Biosciences | 554897     | 1:200    |
| CD90.1 (Thy1.1)  | Mouse      | APC-Cy7     | OX-7      | BD Biosciences | 561401     | 1:200    |
| CD90.1 (Thy1.1)  | Mouse      | PerCP       | OX-7      | BD Biosciences | 557265     | 1:200    |
| CD90.1 (Thy1.1)  | Mouse      | BUV496      | OX-7      | BD Biosciences | 741110     | 1:500    |
| CD45.1           | Mouse      | APC         | A20       | BD Biosciences | 561872     | 1:200    |
| CD62L            | Mouse      | FITC        | MEL-14    | Tonbo          | 35-0621    | 1:100    |
| CD62L            | Mouse      | BV605       | MEL-14    | BD Biosciences | 563252     | 1:100    |
| CD44             | Mouse      | PerCP-Cy5.5 | 1M7       | BD Biosciences | 560570     | 1:100    |
| CD44             | Mouse      | PE-Cy7      | 1M7       | BD Biosciences | 560569     | 1:100    |
| TIGIT            | Mouse      | PE          | GIGD7     | eBioscience    | 12-9501-80 | 1:100    |
| CD279 (PD-1)     | Mouse      | PE          | J43       | eBioscience    | 12-9985-82 | 1:100    |
| CD366 (TIM3)     | Mouse      | PE          | 8B.2C12   | eBioscience    | 12-5871-81 | 1:100    |
| CD223 (LAG-3)    | Mouse      | PE          | C9B7w     | eBioscience    | 12-2231-82 | 1:100    |
| KLRG1            | Mouse      | PE          | 2F1       | eBioscience    | 12-5893-80 | 1:100    |
| CD25             | Mouse      | FITC        | PC61.5    | Invitrogen     | MA5-17816  | 1:100    |
| TNF-alpha        | Mouse      | PE-Cy7      | MP6-XT22  | BD Biosciences | 561041     | 1:50     |
| IFNgamma         | Mouse      | BV421       | XMG1.2    | BD Biosciences | 563376     | 1:50     |
| IL-2             | Mouse      | PerCP-Cy5.5 | JES6-5H4  | BD Biosciences | 560544     | 1:50     |
| CD218a (IL-18Rα) | Mouse      | PE          | P3TUNYA   | eBioscience    | 12-5183-82 | 1:100    |
| CD218a (IL-18Rα) | Mouse      | APC         | P3TUNYA   | eBioscience    | 17-5183-82 | 1:100    |
| CD314 (NKG2D)    | Mouse      | PE-CF594    | CX5       | BD Biosciences | 562614     | 1:100    |
| CD49d            | Mouse      | BV786       | R1-2      | BD Biosciences | 564397     | 1:100    |
| T-bet            | Mouse      | BV650       | O4-46     | BD Biosciences | 564142     | 1:100    |
| NK1.1            | Mouse      | BV711       | PK136     | BioLegend      | 108745     | 1:100    |
| CXCR3            | Mouse      | BV510       | CXCR3-173 | BioLegend      | 126528     | 1:100    |
| 4-1BB            | Mouse      | PE          | 1AH2      | BD Biosciences | 558976     | 1:100    |
| CD69             | Mouse      | PE          | H1.2F3    | BD Biosciences | 553237     | 1:100    |

### Antibodies for in vivo treatment

| Specificity                     | Reactivity | Clone       | Manufacturer | Cat #  | Dilution buffer                    | Diluted final conc. | Injection volume |
|---------------------------------|------------|-------------|--------------|--------|------------------------------------|---------------------|------------------|
| Anti-CD4 monoclonal antibody    | Mouse      | GK1.5       | BioXcell     | BE0003 | InVivoPure™ pH 6.5 Dilution Buffer | 2 mg/ml             | 100 µL (200 µg)  |
| Anti-MHC Class I (H-2) antibody | Mouse      | M1/42.3.9.8 | BioXcell     | BE0077 | InVivoPure™ pH 7.0 Dilution Buffer | 2 mg/ml             | 125 µL (250 µg)  |
| Anti-IL-18 monoclonal antibody  | Mouse      | YIGIF74-1G7 | BioXcell     | BE0237 | InVivoPure™ pH 7.0 Dilution Buffer | 2 mg/ml             | 100 µL (200 µg)  |

**Supplementary Table 1.** Antibodies used in this study.

# Supplementary material for: Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18Rαhi CD8+ T cells
**Source:** Nat Commun. 2021 Sep 7;12:5314. doi: 10.1038/s41467-021-25559-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Comparison of gene-expression profiles between CTX<sup>pre</sup>/CD4<sup>post</sup>- and CTX<sup>pre</sup>-experienced endogenous CD8<sup>+</sup> T cells. Genes with >1.5-fold difference in expression level are listed.

**Title: Supplementary Data 2.**

**Description:** Comparison of gene-expression profiles between IL-18R $\alpha$ <sup>hi</sup>-enriched and the other endogenous CD8<sup>+</sup> T cells in the flow through. Genes with >1.5-fold increase in expression level are listed.

# Supplementary material for: Adoptive immunotherapy with transient anti-CD4 treatment enhances anti-tumor response by increasing IL-18Rαhi CD8+ T cells
**Source:** Nat Commun. 2021 Sep 7;12:5314. doi: 10.1038/s41467-021-25559-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microsoft Office Excel 2013, FlowJo v10, GraphPad Prism v5.01, R v4.0.3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | <p>The flow cytometric data were analyzed in FlowJo v10 (Tree Star Inc., OR, USA).</p> <p>The statistical data were analyzed in Prism v5.01 GraphPad (CA, USA).</p> <p>Microarray data export processing and analysis was performed using Affymetrix GeneChip Command Console Software and the data were normalized with a robust multi-average method in Affymetrix Power Tools.</p> <p>For TCR repertoire analysis, adapter sequences were removed from raw data using Scythe (v0.994) and Sickle. The processed data were then aligned in MiXCR (<a href="https://mixcr.readthedocs.io">https://mixcr.readthedocs.io</a>). Aligned TCR<math>\alpha</math>/<math>\beta</math> sequences were extracted using VDJtools (<a href="https://vdjtools-doc.readthedocs.io">https://vdjtools-doc.readthedocs.io</a>).</p> <p>The whole filtering process of bulk RNA-seq analysis was performed using the in-house scripts (TheragenEtex BiO Institute, Suwon, Korea). The filtered reads were mapped to the reference genome (mm10) using the aligner TopHat. Gene expression level was determined using Cufflinks v2.1.1 and visualized using Morpheus (Broad Institute).</p> <p>For single-cell RNA-seq analysis, data processing of the raw data was performed by running the BD Rhapsody Analysis pipelines for sequencing on the Seven Bridges Genomics platform. R version 4.0.3 and batchelor, BiocSingular, edgeR, pheatmap, SingleCellExperiment, scater, scran, and uwot were used to analyze and visualize the data.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The microarray, TCR analysis, bulk and single-cell RNAseq data generated in this study have been deposited in the GEO database under accession code GSE180291, GSE181280, GSE180439, and GSE180991. The remaining data are available within the Article, Supplementary Information or Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were selected based on previous experience with similar type of studies (PMID: 31797935 and 26901151).                                                                                                                                                                                                                                                                                                                                         |
| Data exclusions | No data was excluded and all outliers were included in data analysis.                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Experimental data reproduced in at least two independent experiments were used to draw conclusions (with the exception of microarray and NGS). The number of repeated experiments is as follows: three times, Figs. 1c-f, 2c, 3b, g-i, 4c, 5d, Supplementary Figs. 5b; twice, Figs. 1a, 2b, d, f-j, 3c, d, 4a, e, g, 5a, c, e, f, h, j, k, 6a-c, h, Supplementary Figs. 1, 4, 5d, f, 6, 7, 8, 10; once, Figs. 3e, 4b, e, f, 6d-f, Supplementary Fig. 9, 11. |
| Randomization   | All experiments were conducted using randomly assigned animals or tissues derived from randomly assigned animals.                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Most experiments in this study required periodic treatment with agents (e.g. antibody, diphtheria toxin) in the test group. To avoid mistakes occurring during experiments that lasted weeks or months, we conducted non-blinded experiments in the study.                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

\* Antibodies for flow cytometry

CD3 (conjugate, APC-Cy7; clone, 145-2C11; manufacturer, BioLegend; cat#, 100329; dilution, 1:200)  
 CD4 (conjugate, FITC; clone, RM4-4; manufacturer, eBioscience; cat#, 11-0043-82; dilution, 1:200)  
 CD4 (conjugate, BUV395; clone, RM4-4; manufacturer, BD Biosciences; cat#, 740208; dilution, 1:200)  
 CD8a (conjugate, FITC; clone, 53-6.7; manufacturer, BioLegend; cat#, 100706; dilution, 1:200)  
 CD8a (conjugate, PE; clone, 53-6.7; manufacturer, BioLegend; cat#, 100708; dilution, 1:200)  
 CD8a (conjugate, APC; clone, 53-6.7; manufacturer, eBioscience; cat#, 17-0071-82; dilution, 1:200)  
 CD8a (conjugate, PE-Cy7; clone, 53-6.7; manufacturer, eBioscience; cat#, 25-0081-82; dilution, 1:200)

CD8a (conjugate, BV510; clone, 53-6.7; manufacturer, BD Biosciences; cat#, 563068; dilution, 1:200)  
 CD45 (conjugate, APC; clone, 30-F11; manufacturer, BD Biosciences; cat#, 559864; dilution, 1:200)  
 Thy1.1 (conjugate, FITC; clone, OX-7; manufacturer, BD Biosciences; cat#, 554897; dilution, 1:200)  
 Thy1.1 (conjugate, APC-Cy7; clone, OX-7; manufacturer, BD Biosciences; cat#, 561401; dilution, 1:200)  
 Thy1.1 (conjugate, PerCP; clone, OX-7; manufacturer, BD Biosciences; cat#, 557266; dilution, 1:200)  
 Thy1.1 (conjugate, BUV496; clone, OX-7; manufacturer, BD Biosciences; cat#, 741110; dilution, 1:500)  
 CD45.1 (conjugate, APC; clone, A20; manufacturer, BD Biosciences; cat#, 561873; dilution, 1:200)  
 CD62L (conjugate, FITC; clone, MEL-14; manufacturer, Tonbo; cat#, 35-0621; dilution, 1:100)  
 CD62L (conjugate, BV605; clone, MEL-14; manufacturer, BD Biosciences; cat#, 563252; dilution, 1:100)  
 CD44 (conjugate, PerCP-Cy5.5; clone, 1M7; manufacturer, BD Biosciences; cat#, 560570; dilution, 1:100)  
 CD44 (conjugate, PE-Cy7; clone, 1M7; manufacturer, BD Biosciences; cat#, 560569; dilution, 1:100)  
 TIGIT (conjugate, PE; clone, GiGD7; manufacturer, eBioscience; cat#, 12-9501-80; dilution, 1:100)  
 PD-1 (conjugate, PE; clone, J43; manufacturer, eBioscience; cat#, 12-9985-82; dilution, 1:100)  
 TIM3 (conjugate, PE; clone, 8B.2C12; manufacturer, eBioscience; cat#, 12-5871-81; dilution, 1:100)  
 LAG-3 (conjugate, PE; clone, C9B7w; manufacturer, eBioscience; cat#, 12-2231-82; dilution, 1:100)  
 KLRG1 (conjugate, PE; clone, 2F1; manufacturer, eBioscience; cat#, 12-5893-80; dilution, 1:100)  
 CD25 (conjugate, FITC; clone, PC61.5; manufacturer, Invitrogen; cat#, MA5-17816; dilution, 1:100)  
 TNF-alpha (conjugate, PE-Cy7; clone, MP6-XT22; manufacturer, BD Biosciences; cat#, 561041; dilution, 1:50)  
 IFNgamma (conjugate, BV421; clone, XMG1.2; manufacturer, BD Biosciences; cat#, 563376; dilution, 1:50)  
 IL-2 (conjugate, PerCP-Cy5.5; clone, JES6-5H4; manufacturer, BD Biosciences; cat#, 560544; dilution, 1:50)  
 IL-18R $\alpha$  (conjugate, PE; clone, P3TUNYA; manufacturer, eBioscience; cat#, 12-5183-82; dilution, 1:100)  
 IL-18R $\alpha$  (conjugate, APC; clone, P3TUNYA; manufacturer, eBioscience; cat#, 17-5183-82; dilution, 1:100)  
 NKG2D (conjugate, PE-CF594; clone, CX5; manufacturer, BD Biosciences; cat#, 562614; dilution, 1:100)  
 CD49d (conjugate, BV786; clone, R1-2; manufacturer, BD Biosciences; cat#, 564397; dilution, 1:100)  
 T-bet (conjugate, BV650; clone, O4-46; manufacturer, BD Biosciences; cat#, 564142; dilution, 1:100)  
 NK1.1 (conjugate, BV711; clone, PK136; manufacturer, BioLegend; cat#, 108745; dilution, 1:100)  
 CXCR3 (conjugate, BV510; clone, CXCR3-173; manufacturer, BioLegend; cat#, 126528; dilution, 1:100)  
 4-1BB (conjugate, PE; clone, 1AH2; manufacturer, BD Biosciences; cat#, 558976; dilution, 1:100)  
 CD69 (conjugate, PE; clone, H1.2F3; manufacturer, BD Biosciences; cat#, 553237; dilution, 1:100)

\* Antibodies for in vivo treatment

anti-mouse CD4 monoclonal antibody (clone, GK1.5; manufacturer, BioXcell; cat#, BE0003)  
 anti-mouse MHC Class I (H-2) antibody (clone, M1/42.3.9.8; manufacturer, BioXcell; cat#, BE0077)  
 anti-mouse IL-18 monoclonal antibody (clone, YIGIF74-1G7; manufacturer, BioXcell; cat#, BE0237)

Validation

Antibody profiles, application, and relevant citations are available in The Antibody Registry using the indicated research resource identifiers (RRID).

CD3 (BioLegend; cat#, 100329) RRID: AB\_1877171  
 CD4 (eBioscience; cat#, 11-0043-82) RRID: AB\_464900  
 CD4 (BD Biosciences; cat#, 740208) RRID: AB\_2734761  
 CD8a (BioLegend; cat#, 100706) RRID: AB\_312745  
 CD8a (BioLegend; cat#, 100708) RRID: AB\_312747  
 CD8a (eBioscience; cat#, 17-0071-82) RRID: AB\_469335  
 CD8a (eBioscience; cat#, 25-0081-82) RRID: AB\_469584  
 CD8a (BD Biosciences; cat#, 563068) RRID: AB\_2687548  
 CD45 (BD Biosciences; cat#, 559864) RRID: AB\_398672  
 Thy1.1 (BD Biosciences; cat#, 554897) RRID: AB\_395588  
 Thy1.1 (BD Biosciences; cat#, 561401) RRID: AB\_10645789  
 Thy1.1 (BD Biosciences; cat#, 557266) RRID: AB\_396611  
 Thy1.1 (BD Biosciences; cat#, 741110) RRID: AB\_2870702  
 CD45.1 (BD Biosciences; cat#, 561873) RRID: AB\_1645214  
 CD62L (Tonbo; cat#, 35-0621) RRID: AB\_2621697  
 CD62L (BD Biosciences; cat#, 563252) RRID: AB\_2738098  
 CD44 (BD Biosciences; cat#, 560570) RRID: AB\_1727486  
 CD44 (BD Biosciences; cat#, 560569) RRID: AB\_1727484  
 TIGIT (eBioscience; cat#, 12-9501-80) RRID: AB\_11039537  
 PD-1 (eBioscience; cat#, 12-9985-82) RRID: AB\_466295  
 TIM3 (eBioscience; cat#, 12-5871-81) RRID: AB\_465976  
 LAG-3 (eBioscience; cat#, 12-2231-82) RRID: AB\_494214  
 KLRG1 (eBioscience; cat#, 12-5893-80) RRID: AB\_10597431  
 CD25 (Invitrogen; cat#, MA5-17816) RRID: AB\_2539200  
 TNF-alpha (BD Biosciences; cat#, 561041) RRID: AB\_396761  
 IFNgamma (BD Biosciences; cat#, 563376) RRID: AB\_2738165  
 IL-2 (BD Biosciences; cat#, 560544) RRID: AB\_1645256  
 IL-18R $\alpha$  (eBioscience; cat#, 12-5183-82) RRID: AB\_2572617  
 IL-18R $\alpha$  (eBioscience; cat#, 17-5183-82) RRID: AB\_2744708  
 NKG2D (BD Biosciences; cat#, 562614) RRID: AB\_2737677  
 CD49d (BD Biosciences; cat#, 564397) RRID: AB\_2738789  
 T-bet (BD Biosciences; cat#, 564142) RRID: AB\_2738616

NK1.1 (BioLegend; cat#, 108745) RRID: AB\_2563286  
 CXCR3 (BioLegend; cat#, 126528) RRID: AB\_2650922  
 4-1BB (BD Biosciences; cat#, 558976) RRID: AB\_397172  
 CD69 (BD Biosciences; cat#, 553237) RRID: AB\_394726  
 anti-mouse CD4 monoclonal antibody (BioXcell; cat#, BE0003) RRID: AB\_1107642  
 anti-mouse MHC Class I (H-2) antibody (BioXcell; cat#, BE0077) RRID: AB\_1125537  
 anti-mouse IL-18 monoclonal antibody (BioXcell; cat#, BE0237) RRID: AB\_2687719

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                               |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | B16-F10 was purchased from ATCC                                                               |
| Authentication                                                       | B16-F10 has been STR-authenticated by the Genome Analysis Team at the National Cancer Center. |
| Mycoplasma contamination                                             | B16-F10 tested negative for mycoplasma contamination.                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines were used in the study.                                           |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study involved C57BL/6, CD45.1 congenic, Rag1 knockout, Il18r1 knockout, Foxp3-DTR and Thy1.1 Pmel-1 transgenic mice. Female mice were used at 6-8 weeks of age. All animals were maintained under specific pathogen-free conditions in the animal facilities of the National Cancer Center. Groups of up to five mice were housed in individually ventilated cages on a 12 h light/dark cycle, at an ambient temperature of $20 \pm 2$ °C, with humidity controlled at $55 \pm 5$ %. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | Experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the National Cancer Center Institute (NCCI). The NCCI animal facility is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC International). Animal experiments were conducted following the Guidelines on the Care and Use of Laboratory Animals from the Institute of Laboratory Animal Resources (ILAR).          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | To prepare lymphocytes, lymph nodes and spleen were gently disrupted and filtered through a 40 µm nylon cell strainer (Falcon, NY, USA) to make single-cell suspensions. Cells were treated with RBC lysis buffer (eBioscience, CA, USA) before use. Tumor tissue-derived cells were prepared using a tumor dissociation kit (Miltenyi Biotec Inc., CA, USA) according to the manufacturer's instructions. Briefly, tumor tissues harvested from mice were cut into small pieces and transferred to gentleMACS C tubes containing the enzyme mix. The mixture was processed using a gentleMACS dissociator (Miltenyi Biotec Inc.) and filtered through a 40 µm nylon cell strainer to obtain single-cell suspensions. |
| Instrument                | Acquisition was performed using FACSCalibur and FACSVerse (BD Biosciences, NJ, USA). Fluorescence-activated cell sorting was performed using FACSria and FACSMelody (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                  | Data were transferred and analysed using the FlowJo v10 (Tree Star Inc., OR, USA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Cell population abundance | Cell population abundance within post-sort fractions is presented in Supplementary Fig. 3. The purity was determined by calculating the ratio of the desired cell fraction among the parent population.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Gating strategy           | Live lymphocytes were gated by their FSC/SSC properties. Subsequent sub-population gating was performed by gating clearly distinguishable cell clusters. In the case of marker expression where the boundary was ambiguous, this was set to the                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

borderline that separates >99% of negative control (unstained). Detailed gating and sorting strategies are provided in Supplementary Fig. 3.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

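TCR α-chain and β-chain repertoires of en-T cells from 3 CTX pre and 5 CTX pre/CD4 post mice (Fig. 3e) were analyzed, with 1 library per chain and mouse. Groups and replicate numbers were taken from the sample labels, whose group sizes are those in the legend of Fig. 3e. To make the deposited counts, the authors amplified the TCR chains from RNA by nested PCR, sequenced them on a MiSeq, removed adapters and short reads, aligned the reads in MiXCR, extracted each chain with VDJtools and down-sampled each library to 10000 reads. The deposited fraction of each clonotype is its count divided by these 10000 reads, and the counts were used in its place. The paper's text names neither the version of MiXCR nor its reference library, and the files give segment names without coordinates. Coordinates of segments were therefore looked up by name in the GENCODE vM21 annotation of GRCm38.

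From the counts, Shannon evenness, the number of clonotypes and the share of reads in the 10 most abundant clonotypes were computed for each mouse with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and groups were compared by the exact two-sided Mann–Whitney *U*-test over the 56 splits of 8 mice into 3 and 5. Shares of TRBV14, TRAV7-family, TRAV11-TRAJ18 and TRAV1-TRAJ33 reads were compared in the same way. Reads per V segment, for segments with at least 10 reads in at least 3 mice, were compared with edgeR 4.0.16 (R 4.3.3; TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with DESeq2 1.42.0 as an alternative. Clonotypes in common between mice were measured by the Jaccard index of clonotypes defined by CDR3 amino acid sequence, V and J, and tested by exact permutation of the mice. The evenness and test functions were tested on made-up values with known answers, and the edgeR step on simulated counts. Of V segments simulated with a 4-fold change, the test recovered 99.5% among 103 α-chain segments and 100% among 23 β-chain segments over 20 simulations, and with a 1.5-fold change it recovered 5.95% and 75%.

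The clonotypes and segments to be named were fixed by rule before the data were examined: the most abundant clonotype of each mouse and chain, any clonotype among the 10 most abundant of 2 or more mice, at most 10 V segments per chain with an adjusted p under 0.05, and the 4 marker segments above. TRBV14 and the TRAV7 family were listed then as the V segments of the Pmel-1 receptor, from general knowledge. Intervals of shares are Wilson 95% intervals of 10000 reads, and the smallest share taken as detected is 3 reads (0.03%). The replicate numbers come from the sample labels, which number the mice within each group. Pairing mice across groups by these numbers was a choice made for the block, and the labels state no link between same-numbered mice. Alternatives covered the depth, the definition of a clonotype, clonotypes of 1 read, the most abundant clonotype, the index, the test, the block and each mouse left out in turn. Samples of Fig. 4e and the other experiments of the paper were not analysed here.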

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

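All tests in this part were chosen after the results were seen.

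β-chain evenness of CTX pre/CD4 post mouse 5, 0.929, stood apart from the 4 other mice of its group: its gap to the next mouse was 0.0394, which is 0.732 of the range of the group, above Dixon's limit of 0.71 for 5 mice. Of the 10 per-mouse results tested in this way, 1 passed the limit, and chance gives about 1 in 20. The gap was 30.3 times the SD of evenness over repeated draws of 5000 reads, so sampling of reads does not account for it. The α-chain of the same mouse was also the lowest of the 8, at 0.922 (ratio 0.627, under the limit), so uneven amplification of the β-chain alone does not account for it either. Without the 10 most abundant clonotypes of each mouse, the ratio fell from 0.732 to 0.675, a small change that crossed the limit. In the β-chain of mouse 5 those 10 held 7.44% of the reads, and its 95 clonotypes of 10 or more reads held 23.5%. The position of this mouse may thus rest in part on abundant clonotypes, but not on a few alone. Whether those clonotypes reflect expansion of cells or a smaller number of cells behind the library was not tested, since the number of cells per mouse is not analysed here.

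One β-chain CDR3, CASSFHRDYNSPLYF (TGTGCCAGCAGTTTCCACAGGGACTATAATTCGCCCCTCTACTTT; TRBV14, TRBJ1-6), was found in all 8 mice with a mean of 27.5 reads per mouse. The paper does not discuss single clonotypes. Its reads were 46, 3 and 28 in the CTX pre mice and 23, 51, 18, 23 and 28 in the CTX pre/CD4 post mice, a mean of 25.7 and 28.6 (exact two-sided Mann–Whitney *U*-test, p = 1). TRBV14 lies on chromosome 6 of GRCm38 from 41135145 to 41135616 and TRBJ1-6 from 41535554 to 41535606. Convergent recombination would give several nucleotide sequences for this amino acid sequence, but 1 was found, against 2 to 8 for the 34 other full-length β-chain clonotypes present in 5 or more mice. Carry-over between libraries would spread other abundant sequences too, but no other full-length β-chain nucleotide sequence was found in more than 5 mice. A candidate explanation is transferred Pmel-1 cells, or their RNA, among the sequenced en-T cells: TRBV14 and the TRAV7 family had been listed as the segments of the Pmel-1 receptor before the data were examined, and the paper's text does not give the sequence of that receptor. The α-chain clonotype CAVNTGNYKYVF (TRAV7N-5, TRAJ40), which was among the 10 most abundant of 3 mice, varied with it from mouse to mouse (Pearson's r = 0.844, exact permutation p = 0.0139; Spearman's rho = 0.891, exact permutation p = 0.00516; n = 8 mice). This was 1 of 3 relations computed for named clonotypes, with a Benjamini-Hochberg adjusted p of 0.0417 for r by exact permutation. The r was 0.743 without the 2 mice farthest from the median. The pair was singled out after the reads had been seen, so a wider adjustment is the stricter one: among all 65 α-chain clonotypes found in 7 or more mice its r ranked 1 (next 0.666), but the exact permutation p adjusted over the 65 was 0.903. The α-chain amino acid sequence had 9 nucleotide forms under 7 V segment names, the main one with 72.7% of its reads. A single transgene may thus not be the only source of it. Whether the minor forms are errors was not tested, and the V segment names of the α-chain are uncertain. With TRAV7N-5 its reads were 16, 0 and 15 in the CTX pre mice and 12, 15, 2, 10 and 11 in the CTX pre/CD4 post mice. In CTX pre/CD4 post mouse 3 it was thus below the 3 reads taken as detected, where the β-chain sequence had 18. The 2 other relations, with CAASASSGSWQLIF (r = −0.328) and with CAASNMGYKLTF, of the TRAV7 family as well (r = −0.404; Spearman's rho = −0.738, exact permutation p = 0.0413), were negative. Whether these sequences belong to the Pmel-1 receptor cannot be settled from these libraries.

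The α-chain clonotype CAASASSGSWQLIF (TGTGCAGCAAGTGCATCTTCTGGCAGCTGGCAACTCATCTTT; TRAV14N-1, TRAJ22) was found in all 8 mice with a mean of 49.5 reads of this nucleotide sequence. TRAV14N-1 lies on chromosome 14 of GRCm38 from 53166626 to 53167178 and TRAJ22 from 54197248 to 54197307. The amino acid sequence was encoded by 17 nucleotide sequences over the 8 mice, under 13 V segment names, and all 42 nucleotides of the main one match the germline ends of the V segment (13) and the J segment (29), with 0 left over. This is consistent with convergent recombination, in which the same join arises independently in each mouse. Counting 1 read as found, 31 α-chain and 2 β-chain nucleotide sequences were in all 8 mice, most α-chain ones below the detected 3 reads in some. Its reads, over all forms with these segments, were 62.0 ± 7.55 (SD, n = 3 mice) in the CTX pre group and 47.2 ± 9.26 (SD, n = 5) in the CTX pre/CD4 post group (exact two-sided Mann–Whitney *U*-test, p = 0.143), which leaves a difference open. Of biological explanations, only convergent recombination was tested.

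CTX pre/CD4 post mice 1 and 2 had 178 β-chain CDR3 nucleotide sequences in common, whereas the 27 other pairs of mice had 42 to 81. Per 1000000 possible pairs of their clonotypes this was 3.03, against 0.844 to 1.51 in the other pairs, so the number of clonotypes drawn does not account for it. The shared sequences carried a mean of 2.33 nucleotides assigned to no segment, against 0.803 to 1.65 in the other pairs, which goes against convergent recombination. Of the amino acid clonotypes that both mice held, 57.9% had a nucleotide sequence in common, against 18.6% to 33.3% in the other pairs, which goes against selection of the same receptors from different cells. By number of clonotypes, the overlap ran in one direction. The counts that follow depend on how clonotypes with equal reads at rank 100 are ordered. Of the 100 most abundant β-chain clonotypes of mouse 1, 95 were absent from the 6 other mice, and 49 of these were in the library of mouse 2; in reverse, it was 2 of 93. In the α-chain it was 33 of 60 and 1 of 43, and no other pair of mice had more than 5 (α-chain) or 3 (β-chain) in either direction. Mouse 2 held 8.47% (β-chain) and 7.03% (α-chain) as many reads of these clonotypes as mouse 1. In mouse 2 the 49 β-chain clonotypes had 95 reads in all and the 33 α-chain ones 61. Most of them were thus below the 3 reads taken as detected. By reads, the reverse share was larger, 13.0% and 33.2%, and rests on the 2 and 1 clonotypes named. The α-chain one, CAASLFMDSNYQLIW, was the most abundant clonotype of mouse 1, with 121 reads. It is thus counted in both directions, and the 33.2% does not speak for a transfer from mouse 2 to mouse 1. The share was first computed over all 100 clonotypes (13.2% and 14.8%, reverse 15.6% and 35.3%). It was restricted to those absent from other mice after it was seen that other pairs reached 9.42% and 34.4%. With the restricted share, other pairs reached at most 4.71% (β-chain) and 4.77% (α-chain), both in pairs that include mouse 2. The number of α-chain nucleotide sequences in common, 633, lay within that of the other pairs (425 to 663), but of the amino acid clonotypes in common 66.8% had a nucleotide sequence in common, above the 56.9% to 64.5% of the other pairs. A candidate explanation is that cells, RNA or reads of mouse 1 were carried into the libraries of mouse 2; these 3 routes cannot be told apart here, and of the biological explanations only convergent recombination and selection were tested.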

How the results depend on the processing

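The alternatives were listed before the data were examined, except those named below as chosen after seeing the data.

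Shannon evenness was lower in the CTX pre/CD4 post group under every alternative in both chains, but its test did not stay below 0.05 under all of them. By the exact Mann–Whitney *U*-test it stayed at p = 0.0357 without clonotypes of 1 read and without each mouse's most abundant clonotype in both chains, and with clonotypes defined by CDR3 amino acid sequence in the β-chain. It did not with 5000 reads per mouse (difference −0.0196 in the α-chain and −0.0167 in the β-chain), with the CDR3 amino acid sequence in the α-chain (−0.0223), with an exact permutation test of the means (−0.0243 and −0.0216), with the inverse Simpson index over the number of clonotypes (−0.231 and −0.210), with 1 minus the Gini coefficient (−0.0928 and −0.0962) and with entropy not normalized (−0.361 and −0.330). With the replicate block, the paired differences were −0.0132 and −0.0113, at the smallest p of 0.25 that 3 pairs allow, and the correlation of same-numbered mice was −0.13; the block removes 2 mice and cannot pass 0.05. Across the 8 fits that each left out one mouse, the difference ranged from −0.0300 to −0.0157 (α-chain) and from −0.0262 to −0.0128 (β-chain); these designs cannot give a p below 0.0571, so this shows nothing about the threshold. Of the alternatives chosen after seeing the data, restricting CDR3 to those from C to F or W left both exact tests at p = 0.0357. Leaving the 100 most abundant clonotypes of CTX pre/CD4 post mouse 1 out of mouse 2 gave −0.0240 and −0.0212 with an exact p = 0.0714 in both chains. Leaving out the most abundant of the clonotypes found in all 8 mice kept the exact α-chain test (without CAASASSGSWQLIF) and gave −0.0216 with an exact p = 0.0714 in the β-chain (without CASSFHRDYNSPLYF). The cause was not tested for the index, the clonotype definition and the test. With 5000 reads, mouse 2 was above the lowest CTX pre mouse on average, and 27 of 100 draws kept the groups apart in the α-chain and 31 in the β-chain, so the rank of these 2 mice, on which p rests, depends on the depth chosen.

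The share of reads in the 10 most abundant α-chain clonotypes passed 0.05 without clonotypes of 1 read (4.00 percentage points higher) and without the most abundant clonotype (2.54 points higher), and its direction held under its 6 alternatives; the cause was not tested. The same share in the β-chain kept its direction and stayed above 0.05 under its 6 alternatives. The number of clonotypes stayed lower and above 0.05 under its alternatives in the α-chain; in the β-chain it was 18.9 higher without clonotypes of 1 read, since these numbered 6925 per CTX pre mouse and 5869 per CTX pre/CD4 post mouse on average and so made up the difference.

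No α-chain V segment of 103 passed an adjusted p of 0.05 in edgeR (6 at an unadjusted p under 0.05), nor under any alternative. In the β-chain 1 of 23 passed, and 1 with the replicate block and without the most abundant clonotype. With clonotypes per V segment in place of reads, without TMM normalization, with DESeq2 and without the filter, 0 passed, as with V segment families, an alternative chosen after seeing the data; at an unadjusted p under 0.05 there were 3, 4, 1, 4 and 3. From 0 to 3 passed across the 8 fits that each left out one mouse: 0 in 7 of them, and 3 without CTX pre/CD4 post mouse 3. The cause was not tested.

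The lower α-chain overlap between CTX pre/CD4 post mice (−0.481 points of the Jaccard index in percent, exact permutation p = 0.107) passed 0.05 with the Morisita-Horn index (−0.173, exact permutation p = 0.0179). Values of the Morisita-Horn index are fractions, not percent, so their size cannot be set beside the Jaccard points. The β-chain difference of −0.0458 points changed sign with CDR3 nucleotide sequences (0.0708), the Morisita-Horn index (0.000632), clonotypes of 2 or more reads (0.187) and 5000 reads (0.00883), and ranged from −0.151 to 0.0210 with each mouse left out; it was not distinguishable from 0 in any of these. The cause was not tested. The 4 marker segments kept their direction and stayed above 0.05 under all their alternatives. Some alternatives could not move any result and were given no value: using all reads (each library holds 10000), the CDR3 nucleotide sequence alone for evenness, the number of clonotypes and the top share (each clonotype has its own), and productive CDR3 only (all are).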

Differences from the paper's values

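The paper states 380844 reads for the smallest and 638615 reads for the largest α-chain library before down-sampling, and 762389 and 1028175 reads for the β-chain, whereas each deposited library held 10000 reads. The values compared are reads before and after down-sampling, so no alternative run on the deposited libraries bears on the difference. The paper's methods state that reads were down-sampled to 10000 per sample, and the deposited libraries hold that number.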

Other observations

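The tests in this part were chosen after the results were seen, except the V segment, marker and overlap comparisons and the count over all 56 splits, which had been planned; the splits that part same-numbered pairs were singled out afterwards.

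The β-chain V segment with an adjusted p under 0.05 was TRBV17, on chromosome 6 of GRCm38 from 41163062 to 41163556. It held 657 ± 23.6 deposited reads (SD, n = 3 mice) in the CTX pre group and 557 ± 13.7 (SD, n = 5) in the CTX pre/CD4 post group. The log2 fold change after TMM normalization, larger than that of the deposited reads, was −0.33 (standard error 0.076, adjusted p = 0.0269, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without TMM normalization no V segment passed. The smallest adjusted p ranged from 0.0185 to 0.584 over its alternatives, those that leave out a mouse included. As many V segments passed in 3 of the 56 splits of the mice, the real one included, so the call could be chance. Of the 8 splits that, like the real one, part all 3 same-numbered pairs, 1 gave as many; 8 splits cannot give a share under 0.05. In the α-chain, where 0 passed, all 56 splits and all 8 gave as many by definition, and 14 of the 56 gave at least 1.

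The margin that separates the groups in evenness is smaller than the SD of evenness of mouse 2 over draws of 5000 of its reads. Of 100 draws of 5000 reads per mouse, 27 (α-chain) and 31 (β-chain) kept all CTX pre/CD4 post mice below all CTX pre mice, but at this depth mouse 2 was also above the lowest CTX pre mouse on average, so these draws mix a shift with depth and the noise of drawing reads. The complete separation at 10000 reads cannot be told apart from sampling of reads by this test.

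The CTX pre/CD4 post mouse nearest to the CTX pre group is mouse 2, whose libraries may hold sequences of mouse 1. To see which way such a mixture moves evenness, 703 α-chain and 847 β-chain reads of mouse 1 were put in place of as many reads of mice 3 to 5. Evenness rose in each, by a mean of 0.00380 in the α-chain (0.00240 to 0.00602) and 0.00461 in the β-chain (0.00303 to 0.00731). Those mice were less even than mouse 2. In the 3 CTX pre mice, whose evenness is near that of mouse 2, the same mixing raised evenness by a smaller mean of 0.000935 (α-chain) and 0.00140 (β-chain). Adding reads of another mouse brings in clonotypes the library did not have, so a rise is likely in any library and does not give the effect in mouse 2 itself. Leaving the 100 most abundant clonotypes of mouse 1 out of mouse 2 took its evenness to 0.9817 (α-chain) and 0.9844 (β-chain). Much of that rise came from clonotypes found in all 8 mice: without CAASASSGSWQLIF alone it was 0.98097, and without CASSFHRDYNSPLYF alone 0.9841. Of the reads removed, 61 of 208 (α-chain) and 95 of 156 (β-chain) were of clonotypes absent from the 6 other mice. That step thus says little about carry-over, and the direction of its effect on mouse 2 remains open.

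Among the marker segments, TRBV14 held 4.44% ± 0.436 of the β-chain reads (SD, n = 3 mice) in the CTX pre group and 5.11% ± 0.885 (SD, n = 5) in the CTX pre/CD4 post group (exact two-sided Mann–Whitney *U*-test, p = 0.393), and the TRAV7 family 18.0% ± 0.638 and 19.2% ± 1.09 of the α-chain reads (exact p = 0.143). TRAV11-TRAJ18, the join of invariant natural killer T cells, held 2 to 25 reads per mouse (exact p = 0.839), and TRAV1-TRAJ33, the join of mucosal-associated invariant T cells, 0 to 6 (exact p = 0.643), some of them below the 3 reads taken as detected. No group difference was detected with 3 and 5 mice.

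Pairs of CTX pre mice had 3.68% of their α-chain clonotypes in common (mean Jaccard index, 3 pairs) and pairs of CTX pre/CD4 post mice 3.20% (10 pairs; exact permutation p = 0.107). In the β-chain the means were 1.10% and 1.06% (exact permutation p = 0.714), and the highest value, 1.70%, was that of CTX pre/CD4 post mice 1 and 2.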
